# Targeting ASCT2‐mediated glutamine uptake blocks prostate cancer growth and tumour development

**DOI:** 10.1002/path.4518

**Published:** 2015-04-07

**Authors:** Qian Wang, Rae‐Anne Hardie, Andrew J Hoy, Michelle van Geldermalsen, Dadi Gao, Ladan Fazli, Martin C Sadowski, Seher Balaban, Mark Schreuder, Rajini Nagarajah, Justin J‐L Wong, Cynthia Metierre, Natalia Pinello, Nicholas J Otte, Melanie L Lehman, Martin Gleave, Colleen C Nelson, Charles G Bailey, William Ritchie, John EJ Rasko, Jeff Holst

**Keywords:** ASCT2, SLC1A5, glutamine, cell cycle, metabolism, prostate cancer

## Abstract

Glutamine is conditionally essential in cancer cells, being utilized as a carbon and nitrogen source for macromolecule production, as well as for anaplerotic reactions fuelling the tricarboxylic acid (TCA) cycle. In this study, we demonstrated that the glutamine transporter ASCT2 (SLC1A5) is highly expressed in prostate cancer patient samples. Using LNCaP and PC‐3 prostate cancer cell lines, we showed that chemical or shRNA‐mediated inhibition of ASCT2 function in vitro decreases glutamine uptake, cell cycle progression through E2F transcription factors, mTORC1 pathway activation and cell growth. Chemical inhibition also reduces basal oxygen consumption and fatty acid synthesis, showing that downstream metabolic function is reliant on ASCT2‐mediated glutamine uptake. Furthermore, shRNA knockdown of ASCT2 in PC‐3 cell xenografts significantly inhibits tumour growth and metastasis in vivo, associated with the down‐regulation of E2F cell cycle pathway proteins. In conclusion, ASCT2‐mediated glutamine uptake is essential for multiple pathways regulating the cell cycle and cell growth, and is therefore a putative therapeutic target in prostate cancer. © 2015 The Authors. The Journal of Pathology published by John Wiley & Sons Ltd on behalf of Pathological Society of Great Britain and Ireland.

## Introduction

Glutamine is the most abundant amino acid in plasma, functioning as a critical source of nitrogen and carbon in cells. The metabolic shift in cancer, however, imparts a new ability to the cells to utilize glutamine as an alternative fuel source to glucose for the tricarboxylic acid (TCA) cycle, and as a source of fatty acid production through reductive carboxylation 1, 2, 3. Many of these changes in glutamine metabolism result directly from oncogenic transformation, such as Myc amplification 4, 5, 6, commonly seen in prostate cancer 7.

Another important role for amino acids is to control signalling through the nutrient sensor mTORC1. The tumour suppressor gene, *PTEN*, is commonly mutated or deleted in prostate cancer 8, leading to up‐regulation of the PI3K–Akt–mTORC1 signalling pathway. The amount of intracellular amino acids, such as leucine, determines the activity of mTORC1 through Rag complexes on the lysosome surface 9, 10, 11, 12, 13. In combination with leucine, glutamine has also been shown to be critical for mTORC1 signalling by enhancing glutaminolysis and α‐ketoglutarate production 14. This link is further supported by the role of glutamine in facilitating leucine transport 15 and the feedback generated by activation of mTORC1, which promotes glutaminolysis in cancer 3.

The major glutamine transporter in cancer cells is alanine–serine–cysteine transporter‐2 (ASCT2; SLC1A5) 26, 27, 28. ASCT2 is a Na^+^‐dependent, broad‐scope neutral amino acid exchanger that belongs to solute carrier (SLC) family‐1, which mediates the obligatory exchange of substrate amino acids, including alanine, serine, cysteine, threonine, glutamine and asparagine 16. ASCT2 is expressed in the normal prostate and in prostate cancer 17. Previous studies have shown that ASCT2 function is important for cancer cell growth in melanoma 18, acute myeloid leukaemia 19, lung cancer 20, neuroblastoma 21 and pancreatic ductal carcinoma 22.

In this study we showed that ASCT2 expression is increased in prostate cancer patient samples, and that knockdown inhibits cell cycle progression, prostate cancer growth and spontaneous metastasis *in vivo*. ASCT2 chemical inhibitors also suppressed glutamine transport, cell growth and glutamine metabolism *in vitro*. Our study suggests that compounds targeting ASCT2 may provide novel therapeutics for prostate cancer.

## Materials and methods

For additional materials and methods, please see the online Supplementary material.

### Patient specimens

Prostate cancer specimens from radical prostatectomy (*n =* 194) were obtained from the Vancouver Prostate Centre Tissue Bank (http://www.prostatecentre.com/our‐research/core‐facilities/biorepository). This project was approved by the institutional review boards at the University of British Columbia (Vancouver, Canada) and the CHUQ Research Centre (Québec, Canada). Written informed consent was obtained from all participants. The haematoxylin and eosin (H&E)‐stained slides were reviewed and desired areas were identified on paraffin blocks. Tissue microarrays (TMAs) were manually constructed (Beecher Instruments, MD, USA) by punching duplicate cores of 1 mm for each sample, with quantitative analysis calculated from individual cores (individual Gleason scores) or the average of duplicate cores (NHT TMA analysis).

### TMA immunohistochemistry

TMA staining was conducted using a Ventana auto‐stainer, model Discover XT™, with an enzyme‐labelled biotin–streptavidin system and solvent‐resistant DAB Map kit, using a 1:4000 dilution of rabbit anti‐SLC1A5 (HPA035240). Staining was graded by a pathologist (LF), using a semi‐quantitative, four‐point scale, in which 0 represents no staining, 1 faint or focal staining, 2 moderate intensity in at least a quarter of neoplastic cells, and 3 intense staining in the majority of neoplastic cells. Examples of the staining are shown in Figure S1B (see supplementary material).

### Cell culture and uptake assay

Human prostate cancer cell lines LNCaP‐FGC, PC‐3 and DU145 were purchased from ATCC (Rockville, MD, USA). LNCaP cells had been passaged directly from original low‐passage stocks (2009), and we confirmed PC‐3, LNCaP and DU145 cell identity by STR profiling in 2010 and 2014 (Cellbank, Sydney). Cells were cultured in RPMI 1640 medium containing 10% v/v fetal bovine serum (FBS), penicillin–streptomycin solution and 1 mm sodium pyruvate. Cells were maintained at 37 °C in an atmosphere containing 5% CO_2_. Chemicals were diluted as follows, with control wells treated with the appropriate vehicle controls: H‐Ser(Bzl)‐OH (BenSer; Bachem; diluted in H_2_O); l‐γ‐glutamyl‐*p*‐nitroanilide (GPNA; MP Biochemicals; diluted in H_2_O); bicalutamide (Astra Zeneca; diluted in DMSO). The [^3^H]‐l‐leucine and [^3^H]‐l‐glutamine uptake assays were performed as detailed previously 18, 32.

### Knockdown of ASCT2

ASCT2 shRNA knockdown was performed as previously described 18. Two different shRNAs for ASCT2 were used in this study (Sigma): shASCT2#1 (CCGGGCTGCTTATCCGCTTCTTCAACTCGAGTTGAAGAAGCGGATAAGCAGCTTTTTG) and shASCT2#2 (CCGGCTGGATTATGAGGAATGGATACTCGA GTATCCATTCCTCATAATCCAGTTTTTG).

### Gene expression analysis

PC‐3 cells were incubated in the presence or absence of GPNA or BenSer for 48 h, the cells were harvested and total RNA was extracted from them using Trizol. RNA quality was confirmed (RIN values 9.8–10), using RNA 6000 Nano Chips on an Agilent 2100 Bioanalyser (Agilent Technologies). Libraries were prepared using TruSeq Stranded Total RNA kit (Illumina, San Diego, CA, USA) and paired‐end sequencing was performed on an Illumina HiSeq 2500 at the Kinghorn Cancer Centre (Sydney). Paired‐end RNA‐sequencing reads were trimmed and mapped to annotated human genome (hg19/GRCh37.p13), using Tophat2 with default settings. For each gene, the number of reads were counted and normalized to the library size. The threshold for expression was set at five reads in at least one experimental group. Exact tests were applied to compare differences in the means of read‐counts from four replicates between the treated and untreated groups. The gene expression levels were estimated counts/million reads (CPM). The National Center for Biotechnology Information Gene Expression Omnibus number for mRNA sequencing datasets described in this study is GSE65112.

### PC‐3–luc xenografts and bioluminescence imaging

Athymic (*nu/nu*) male nude mice (Animal Resource Centre, Perth, Australia), aged 6–8 weeks, were housed in a specific pathogen‐free facility, in accordance with the University of Sydney animal ethics committee guidelines. Mice were anaesthetized via 2% isoflurane inhalation and received subcutaneous (s.c.) injections of 1 × 10^6^ PC‐3–luc cells resuspended in 100 ml Hanks' balanced salt solution (HBSS). Xenografts were transplanted in both the right and left ventral flanks of mice, as detailed previously 30. Tumour growth was monitored via bioluminescence imaging performed 48 h following cell implantation and biweekly thereafter for 32 days. During the experiments, two shASCT2 mice were dead 4 days after injection, due to fighting; they were not included in the analyses. Anaesthetized mice received intraperitoneal (i.p.) injections of d‐luciferin substrate (150 mg/kg in DPBS; Gold Biotechnology) and images were acquired after a 15 min interval, using the Xenogen *in vivo* imaging system (IVIS) Lumina II (Caliper Life Science, MA, USA). Regions of interest were determined using Living Image software (Caliper Life Science) and quantified in photons/s (p/s). After 32 days, the animals were sacrificed following the final imaging time point. Livers and lungs were removed for IVIS‐Lumina II analysis to detect spontaneous metastases. After being imaged and weighed, tumours were collected in either Trizol for RNA analysis or lysis buffer for western blotting analysis, or fixed in 10% v/v neutral buffered formalin for sectioning and immunostaining.

### Statistical analysis

Data are expressed as mean ± SEM. All experiments were performed with at least three replicate experiments and analysed using a Mann–Whitney U‐test or one‐way ANOVA in GraphPad Prism v. 6. MTT assay and tumour growth curve analysis used the two‐way ANOVA test. Fisher's exact test was used in tumour metastasis analysis. All statistical tests were two‐sided.

## Results

### ASCT2 expression is increased in prostate cancer

To determine whether ASCT2 expression is increased in prostate cancer compared to normal tissue, we compared patient‐matched *TCGA* mRNA expression data for normal prostate versus prostate cancer (Figure 1A). There was a significant increase in ASCT2 expression in tumour samples compared to normal (pairwise *t*‐test, *p =* 0.025), with 24/36 patients showing increased tumour ASCT2 levels compared to patient‐matched normal prostate tissue (χ^2^ test, *p =* 0.046). Analysis of Oncomine datasets showed significant increases in ASCT2 expression (*p <* 0.05) in seven prostate cancer datasets (Table 1). To determine ASCT2 protein levels, we performed immunohistochemical staining on a human prostate cancer tissue microarray (TMA; Figure 1B). At all stages of prostate cancer, ASCT2 protein was detected in the membrane of the prostate epithelial cells, but not in the cytoplasm (see supplementary material, Figure S1A). There were no significant differences in expression between Gleason grades in either the TMA or the TCGA dataset (see supplementary material, Figure S1B, C). Comparing untreated with patients undergoing neoadjuvant hormone therapy (NHT), a significant decrease in ASCT2 protein expression was observed during 1–6 and 7–12 months of treatment (*p =* 0.04; *p <* 0.001; Figure 1C). This supports previous data showing that ASCT2 expression is regulated by the androgen receptor 23. Interestingly, ASCT2 expression significantly increased in patients with recurrent prostate cancer (*p <* 0.001; Figure 1C), indicating either re‐activation of androgen receptor signalling or that other signalling pathways might up‐regulate ASCT2 expression upon disease recurrence. Analysis of an LNCaP xenograft model 24 at various stages precastration (intact), postcastration during regression, at the nadir of PSA, and in recurrent and castration‐resistant prostate cancer (CRPC) further confirmed this dynamic regulation of ASCT2 expression. ASCT2 expression decreased significantly post‐castration (regression and nadir), before increasing in recurrent and CRPC, where ASCT2 expression was no longer significantly different from intact ASCT2 levels (Figure 1D). These human and xenograft data suggest that ASCT2 levels may be important, both in the primary tumour and during tumour recurrence and CRPC.

**Figure 1:**
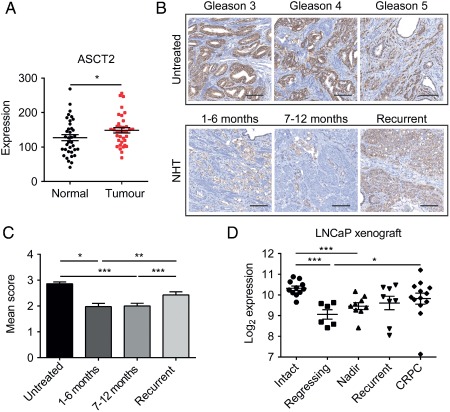
ASCT2 is androgen receptor‐regulated and expressed in prostate cancer patient samples and xenografts. (A) ASCT2 mRNA expression in matched prostate cancer samples compared to adjacent normal prostate from the TCGA dataset (data are mean ± SEM; paired t‐test; n = 36). (B) Representative images of ASCT2 protein expression in prostate cancer patient samples from Gleason grades 3, 4 and 5 and after neoadjuvant hormone therapy (NHT) treatment following an interval of 1–6 months, 7–12 months and in recurrent cancer; scale bar = 100 µm. (C) Immunohistochemical scoring of ASCT2 expression in patient cohorts before (n = 46) and after NHT treatment for 1–6 months (n = 54), 7–12 months (n = 76) and recurrent cancer (n = 32); data are mean ± SEM; Mann–Whitney U‐test. (D) Microarray analysis of ASCT2 mRNA expression from LNCaP xenograft tumours harvested from non‐castrated mice (intact; n = 10), post‐castration regressing tumours (regressing; n = 6), at PSA nadir after castration (nadir; n = 10), after recurrent prostate cancer had developed (recurrent; n = 6) and castration‐resistant prostate cancer (CRPC; n = 13); data are mean ± SEM; Mann–Whitney U‐test; ^*^p < 0.05, ^**^ p < 0.01, ^***^ p < 0.001

**Table 1:** SLC1A5/ASCT2 expression in Oncomine datasets

Dataset	Fold change	*p*	PCa samples (*n*)
Su multi‐cancer	2.36	1.67E‐09	26
Singh prostate	2.106	3.24E‐04	52
Ramaswamy multi‐cancer	2.087	7.44E‐04	10
Wallace prostate	1.745	5.11E‐04	69
Magee prostate	1.518	0.018	8
Bittner multi‐cancer	1.459	3.64E‐12	59
Welsh prostate	1.399	7.00E‐03	25

### Inhibition of ASCT2 suppresses prostate cancer cell growth

Analysis of ASCT2 protein showed high expression in both LNCaP and PC‐3 cells, with lower levels detected in DU145 cells (Figure 2A). Addition of the ASCT2 competitive inhibitor benzylserine (BenSer; see supplementary material, Figure S2A) 25 significantly reduced both glutamine and leucine uptake in LNCaP, PC‐3 and DU145 cells (Figure 2B, C). Leucine uptake inhibition occurs due to exchange of glutamine for leucine by l‐type amino acid transporter 1 (LAT1; SLC7A5), but may also be through direct LAT1 inhibition 15. Inhibition of androgen receptor signalling by bicalutamide also significantly reduced glutamine uptake in androgen‐sensitive LNCaP cells, but not androgen‐insensitive PC‐3 cells (see supplementary material, Figure S2B, C), confirming that AR signalling regulates ASCT2 levels 23 and ASCT2‐mediated glutamine transport. After 3 days of treatment with BenSer, cell growth was significantly decreased in LNCaP, PC‐3 and DU145 cells (Figure 2D). We have previously shown that LAT1 inhibition affects the cell cycle through E2F‐regulated cell cycle proteins CDK1, CDC20 and UBE2C 23. These three cell cycle‐regulatory proteins are also significantly increased in prostate cancer metastasis 23. CDK1, CDC20 and UBE2C exhibited decreased expression after BenSer treatment (Figure 2E).

**Figure 2:**
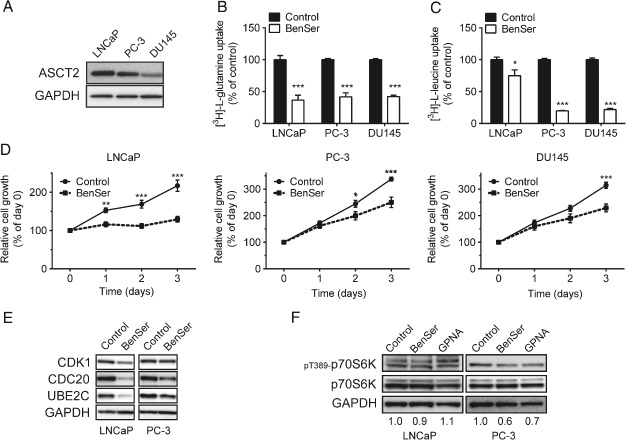
Inhibition of ASCT2‐mediated glutamine transport in prostate cancer cell lines. (A) ASCT2 protein was detected by western blotting in LNCaP, PC‐3 and DU145 cell lines. (B, C) Effect of BenSer (10 mm) on glutamine (B) and leucine (C) transport in LNCaP, PC‐3 and DU145 cell lines was assessed. (D) Cell growth of LNCaP, PC‐3 and DU145 was examined in the presence of BenSer. (E) CDK1, CDC20 and UBE2C expressions were detected by western blotting in LNCaP and PC‐3 cells in the presence of BenSer. (F) mTORC1 pathway activation (p‐p70S6K) was analysed in LNCaP and PC‐3 cells after BenSer or GPNA treatment after 2 h. (B, C) Data are mean ± SEM (n ≥ 3); Mann–Whitney U‐test was used to analyse data. (D) Data are mean ± SEM (n ≥ 3); two‐way ANOVA test was used to analyse data; ^*^p < 0.05, ^**^ p < 0.01, ^***^ p < 0.001

### Inhibition of ASCT2 suppresses glutamine metabolism in prostate cancer

As leucine and glutamine are involved in the activation of mTORC1 signalling 14, 26, 27, we examined T389 phosphorylation of p70S6K, a downstream target of mTORC1. BenSer reduced the phosphorylation of p70S6K in PC‐3 cells, but not in LNCaP cells (Figure 2F). Utilizing another ASCT2 inhibitor, l‐γ‐glutamyl‐*p*‐nitroanilide (GPNA; see supplementary material, Figure S2D)^28^, confirmed that glutamine deprivation inhibits the mTORC1 pathway in PC‐3 cells, but not LNCaP cells (Figure 2F). These data suggest that mechanisms other than mTORC1 must also contribute to regulate cell growth in prostate cancer.

The majority of intracellular glutamine is converted into glutamate, which can be utilized by the TCA cycle for ATP and fatty acid production, or exported from the cell by xCT (SLC7A11) in exchange for cystine, thereby contributing to glutathione production and protection against oxidative stress. Alternatively, glutamine acts as a nitrogen and carbon donor for macromolecular synthesis, including nucleotides and non‐essential amino acids/proteins. We therefore set out to determine how changes in intracellular glutamine affect these downstream pathways. Using the Seahorse flux analyser, BenSer or GPNA treatment resulted in a reduction in basal oxygen consumption rates (OCRs) compared to control in LNCaP and PC‐3 cells (see supplementary material, Figure S2E, F). GPNA, but not BenSer, significantly reduced basal OCR in both LNCaP and PC‐3 cells (Figure 3A, B). However, this reduction in OCR did not appear to result directly from glutamine usage, as there was no significant reduction in oxidized ^14^C‐labelled glutamine in either cell line after BenSer or GPNA (Figure 3C, D), despite lower ^14^C‐glutamine uptake (see supplementary material, Figure S2G, H). Lipid synthesis from glutamine, however, was significantly decreased in LNCaP cells (Figure 3E), but not in PC‐3 cells (Figure 3F). These data suggest that LNCaP cells directly utilize glutamine for fatty acid synthesis, while PC‐3 cells may utilize glutamine for other pathways, including exchange for leucine (Figure 2C) to activate mTORC1 signalling (Figure 2F), which indirectly affects mitochondrial respiration.

**Figure 3:**
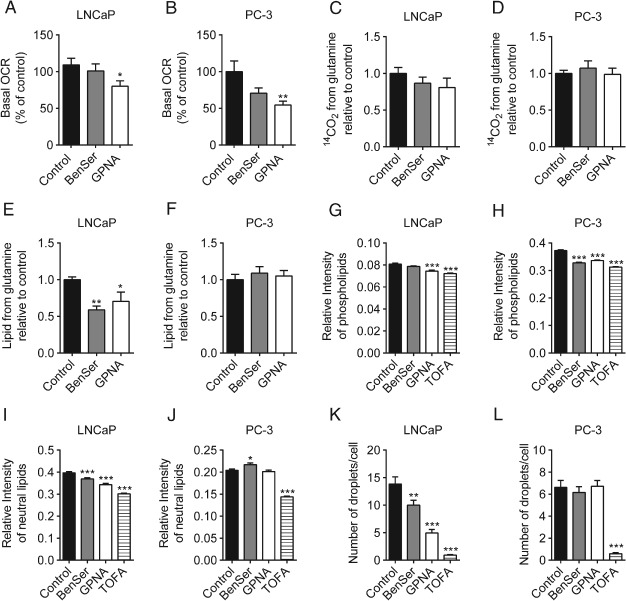
Inhibition of ASCT2 affects cell metabolism in LNCaP and PC‐3 cells. (A, B) Basal oxygen consumption rate (OCR) was analysed using a SeaHorse XF Analyser in LNCaP (A) and PC‐3 (B) cells pretreated with BenSer (10 mm) or GPNA (1 mm). (C, D) ^14^CO_2_ generated from glutamine in LNCaP (C) and PC‐3 (D) cells was determined after treatment with BenSer (10 mm) or GPNA (1 mm). (E, F) Lipid generated from glutamine was analysed in LNCaP (E) and PC‐3 (F) cells after treatment with BenSer (10 mm) or GPNA (1 mm). (G–J) Mean fluorescence intensities of cellular phospholipids (G, H) and neutral lipids (I, J) were measured in LNCaP (G, I) and PC‐3 cells (H, J) after treatment for 24 h with BenSer (10 mm), GPNA (1 mm) or TOFA (10 µm). (K, L) Lipid droplets were measured in LNCaP (K) and PC‐3 (L) cells after treatment with BenSer, GPNA or TOFA. (A–F) Data are mean ± SEM (n ≥ 3); one‐way ANOVA was used to analyse data. (G–L) Data are mean ± SEM (n ≈ 300 cells); one‐way ANOVA was used to analyse data; ^*^p < 0.05, ^**^ p < 0.01, ^***^ p < 0.001

To further investigate lipid homeostasis, we measured the levels of cellular phospholipids and neutral lipids. Lipid content analysis of LNCaP cells revealed that GPNA significantly reduced the cellular level of phospholipids (Figure 3G) and BenSer and GPNA reduced the neutral lipids (Figure 3I) as well as lipid droplet number (Figure 3K). Notably, the magnitude of inhibition by BenSer and GPNA was similar to thast of 5‐(tetradecyloxy)‐2‐furoic acid (TOFA), which inhibits the rate‐limiting enzyme of fatty acid synthesis, acetyl‐CoA carboxylase (Figure 3G, I, K). A significant decrease of phospholipids was also observed in PC‐3 cells (Figure 3H); however, there were no significant decreases in neutral lipids (Figure 3J) or lipid droplet numbers (Figure 3L). Taken together, pharmacological inhibition of ASCT2 provoked cell line‐specific effects on the flux of glutamine as a fuel source, yet ultimately led to reduced OCR and cellular lipid levels in both prostate cancer cell lines. However, neither BenSer nor GPNA led to increased levels of reactive oxygen species (ROS; see supplementary material, Figure S2I).

### Global effects of BenSer or GPNA inhibition in PC‐3 cells

To determine the global effects of ASCT2 inhibition, we used next‐generation sequencing to determine mRNA expression changes in PC‐3 cells treated with BenSer or GPNA for 48 h. 

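PC-3 cells, an established prostate cancer line, were left untreated or were treated for 48 h with 1 mM GPNA or 10 mM BenSer. The authors sequenced total RNA from each group and deposited 1 table per treatment, which lists genes by Ensembl identifier (19429 distinct gene names). Each table gives reads scaled to the library total (counts per 1e6 reads, CPM) in 4 columns per group, and the log2 fold change, p-value and false discovery rate of the authors' exact test. The sample labels name 2 libraries per group. The columns numbered 1 and 2, which carry those names, were analysed, and the other columns were not used here. Every CPM value was a whole number of reads divided by the library total, so the reads could be recovered. The totals were 23227180 and 23077986 reads in the control, 25798967 and 25452745 with GPNA, and 32178154 and 31943025 with BenSer, of which 51.6% to 52.7% fell on the listed genes. Columns 1 and 2 of a group differed by little more than read sampling, with a chi-square per degree of freedom of 1.06 in the control, 1.04 with GPNA and 1.05 with BenSer, against 5.33 to 20.6 between groups. They were therefore counted as 1 sample per group, and no difference reported for these libraries has a replicate check. Differences between groups are given as log2 of the mean CPM plus 1, for genes with a mean of at least 5 reads in either group. Intervals of 95% for single genes are exact Clopper-Pearson intervals on the merged reads and cover counting error only.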

Analysis of genes significantly (*p <* 0.05) up‐ or down‐regulated by GPNA (see supplementary material, Table S1) compared to control showed a substantial overlap (up‐regulated, 45.1%; down‐regulated, 49.7%) with BenSer gene expression, highlighting common targets of ASCT2 (Figure 4A). 

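Of the 18828 genes with enough reads, 64 were at least 1.5-fold higher and 12 at least 1.5-fold lower with GPNA than in the control. Among the 64 genes, 49 were also at least 1.5-fold higher with BenSer, which is 76.6% (exact binomial 95% interval 64.3% to 86.2%). Of the 12 lower genes, 5 were also lower with BenSer, or 41.7% (15.2% to 72.3%). These intervals treat genes as independent, which they are not, and cover no difference between cultures. A pseudocount of 0.1 in place of 1 moved the counts and the share of the higher genes most, to 879 higher genes, 652 lower genes and a shared 40.0%. With single columns left out, 23 to 27 genes were lower with GPNA, of which 25.9% to 32.0% were shared. Interferon-stimulated genes, a list put together after the values were seen, made up 27 of the 64 genes, and all 27 were shared with BenSer. Without them, 22 of 37 genes were shared (59.5%).

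The control libraries enter both comparisons, so chance differences are shared as well. In 100 simulations of unchanged groups against 1 control, the median number of genes past 1.5-fold in either direction with GPNA was 0, both with read sampling only and with an added spread between groups. The size of that spread is not measured by these columns. It was assumed from the distance between the analysed columns and the authors' deposited fold changes, as 0.084 on the log2 scale, or 0.065 with the counting error taken out. Across 13240 genes with a mean CPM of at least 1, the 2 log2 differences had a Pearson correlation of 0.524. The simulated unchanged groups gave 0.553 with read sampling only and 0.521 and 0.527 with these spreads. The observed correlation, across genes that are not independent replicates, was not above the first and last of these. The simulated values hardly depended on the size of the spread. The correlation therefore cannot tell changes shared by the treatments from the effect of the shared control. A test at an unadjusted p under 0.05, by limma on log2 of CPM plus 1, treats the 2 columns of a group as 2 samples and so compares these libraries and not the treatments. It called 1859 genes higher and 3741 lower with GPNA, of which 53.5% and 59.6% were called in the same direction with BenSer. The excess of lower genes depends on the scaling, since limma with TMM scaling, chosen after the data were seen, called 2513 genes higher and 2740 lower with GPNA. The exact test of edgeR with TMM, an alternative planned in advance, called 2416 higher and 2640 lower. In 20 simulations of unchanged groups, the same test called a mean of 436 genes higher and 427 lower with GPNA with read sampling only. These means were 2203 and 2181 with the spread of 0.084, and 1763 and 1759 with that of 0.065. The 1859 higher genes exceeded the mean with the spread of 0.065 but not that with 0.084. The 3741 lower genes exceeded both. This contrast depends on the scaling, since the simulated groups have no shift of all genes and these libraries have one (median -0.028 with GPNA). With TMM scaling, the 2513 higher and 2740 lower genes both lay above the means with either spread, which were simulated without that scaling. The simulated shares were 22.2% and 19.8% with read sampling only, 43.5% and 44.6% with the spread of 0.084, and 41.0% and 40.4% with that of 0.065. At that threshold, the authors' deposited table gives shares of 45.1% and 49.7%. These come from an exact test on 4 replicates per group, for which no unchanged groups were simulated. The simulated shares are therefore no yardstick for them. From the overlap of the genes called, the paper reasons that the treatments share targets of ASCT2 (Figure 4A). It examines the direct role of ASCT2 separately, by shRNA knockdown.

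**Figure D1:**
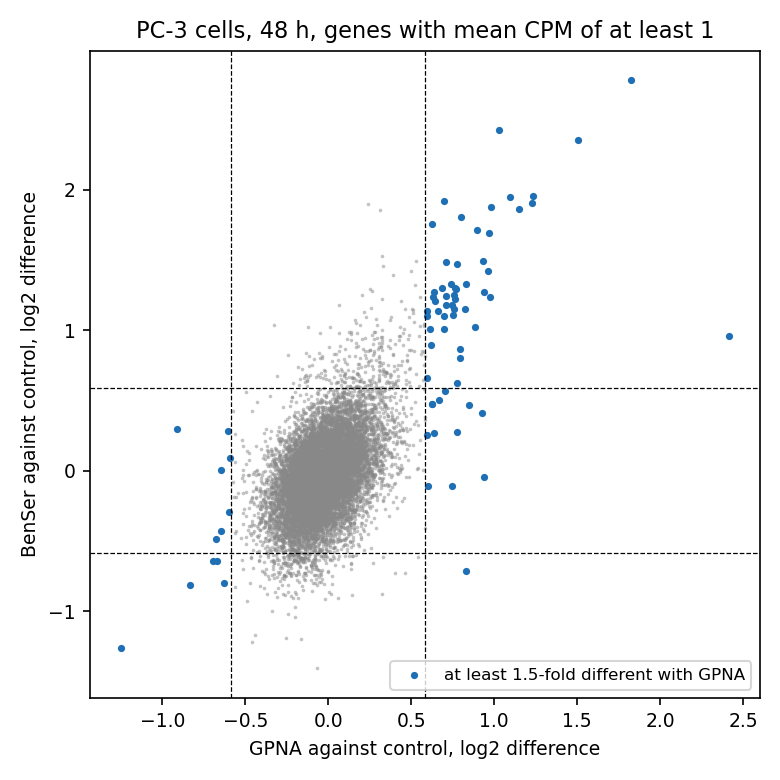
Log2 difference of each of 13240 genes with GPNA (horizontal axis) and BenSer (vertical axis) against the control, with 1 sample per group. Points in blue are the 61 genes at least 1.5-fold higher and the 12 at least 1.5-fold lower with GPNA at a mean CPM of at least 1, and dashed lines mark 1.5-fold.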

BenSer appears to have additional non‐ASCT2‐mediated affects, with more genes showing significant up‐ and down‐regulation (see supplementary material, Table S2) compared to GPNA (Figure 4A). This is not surprising, since BenSer has been shown to inhibit both ASCT2 and LAT1 function in oocytes 18.

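With BenSer, 371 genes were at least 1.5-fold higher and 300 at least 1.5-fold lower than in the control, of 18976 genes with enough reads. When BenSer was compared with GPNA directly, 356 genes differed by at least 1.5-fold. By limma with Benjamini-Hochberg adjustment, which compares these libraries only, 986 genes were higher and 2377 lower with GPNA at an adjusted p under 0.05. The same test gave 2855 genes higher and 3971 lower with BenSer, and 6418 genes different between BenSer and GPNA. The excess of lower genes with BenSer depends on the scaling. With TMM scaling, chosen after the data were seen, limma gave 3512 genes higher and 3321 lower. The exact test of edgeR with TMM, planned in advance, gave 3473 higher and 3340 lower. The BenSer libraries were also the deepest, with 64121179 reads in both columns together against 51251712 with GPNA and 46305166 in the control.

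The genes with the smallest limma p with BenSer were MALAT1 and LAMA3 among those that were higher and NPM1, PABPC1 and SDC1 among those that were lower, and RN7SK, a small nuclear RNA, was among the first in both treatments. MALAT1, a long non-coding RNA, had a mean of 2627 CPM in the control and 5401 CPM with BenSer, a log2 difference of 1.04 (95% interval 1.03 to 1.05). LAMA3 had a log2 difference of 1.09, NPM1 of -0.59, PABPC1 of -0.45 and SDC1 of -0.91 with BenSer. RN7SK had a mean of 14435 CPM in the control, with log2 differences of 0.36 with BenSer and 0.22 with GPNA. With GPNA, MX1, one of the interferon-stimulated genes, rose from 37.6 to 108 CPM (log2 difference 1.50) and CTD-2328D6.1, a pseudogene that can share reads with other copies, rose from 12.0 to 68.7 CPM (2.42). In the authors' deposited table, the log2 fold change of MX1 with GPNA is 1.54 with p = 0.135, and that of CTD-2328D6.1 is 0.49 with p = 0.395. HSP90AA1, KRT81 and GPRC5A were lower with GPNA, with log2 differences of -0.32, -0.29 and -0.61. The authors' exact test gives these 3 genes p = 0.436, 0.195 and 0.345 with GPNA, and RN7SK p = 0.151. With BenSer, the p of that test is 0.114 for SDC1 and under 0.05 for MALAT1, LAMA3, NPM1, PABPC1 and RN7SK.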

**Figure 4:**
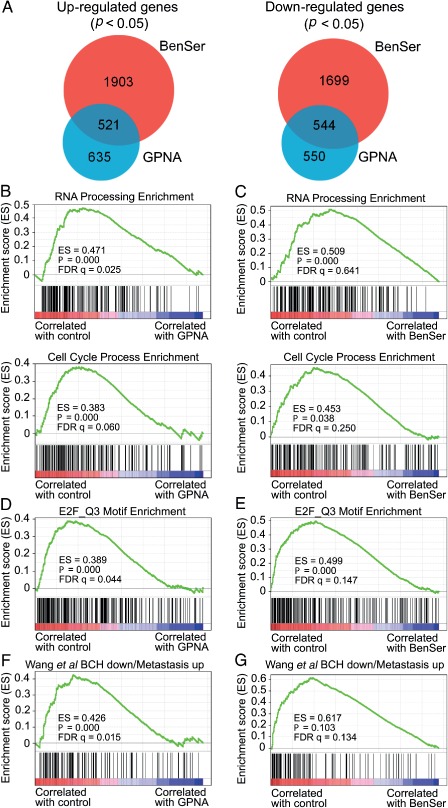
RNA‐seq analysis of PC‐3 cells treated with BenSer or GPNA. (A) Venn diagram of genes up‐ or down‐regulated in both BenSer‐ and GPNA‐treated groups. (B, C) Gene set enrichment analysis (GSEA) plot of Gene Ontology categories RNA Processing and Cell Cycle Process in control versus GPNA (1 mm; B) or BenSer (10 mm; C) treatment. (D, E) GSEA plot of E2F transcription factor motif gene set in control versus GPNA (1 mm; D) or BenSer (10 mm; E) treatment. (F, G) GSEA plot of BCH down‐regulated gene set (from 23) in control versus GPNA (1 mm; F) or BenSer (10 mm; G) treatment groups

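Lists of genes for cell cycle phases, mRNA processing and ribosome biogenesis, fixed in advance, were compared between the GPNA and control libraries. For each list, the median log2 difference was placed among the medians of 10000 random lists of protein-coding genes of the same size and matched on mean CPM, and its percentile describes these libraries only. The 42 genes of S phase had a median log2 difference of -0.16 with GPNA, at percentile 0, and 39 of them were lower. For the 54 genes of G2/M phase, 4 of which the paper names, the median was -0.12, at percentile 0.14. The 97 genes of mRNA processing had a median of -0.12 and the 64 genes of ribosome biogenesis a median of -0.18, both at percentile 0. Of these lists, no gene reached a 1.5-fold difference with GPNA, and the random lists for S phase had a median of -0.053. The percentiles remained under 2.5 when the random lists were also matched on transcript length or GC content. The same genes have median log2 fold changes in the authors' deposited table of -0.23, -0.13, -0.13 and -0.20 in that order.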

Gene set enrichment analysis (GSEA) using Gene Ontology categories showed significant enrichment in control compared to GPNA for RNA and DNA processing and metabolism, as well as cell cycle processes (Figure 4B; see also supplementary material, Table S3). Similar categories were also enriched in control compared to BenSer (Figure 4C; see also supplementary material, Table S4). 

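With BenSer, the S phase list had a median log2 difference of -0.57 and the G2/M list a median of -0.56, both at percentile 0 of the random lists. All 42 S phase genes and all 54 G2/M genes were lower than in the control, 19 and 24 of them by at least 1.5-fold. For mRNA processing the median was -0.25, with 92 of 97 genes lower, and for ribosome biogenesis it was -0.33, with 63 of 64 genes lower, again at percentile 0. The authors' deposited table gives medians of -0.50 for S phase, -0.20 for G2/M, -0.15 for mRNA processing and -0.23 for ribosome biogenesis.

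**Figure D2:**
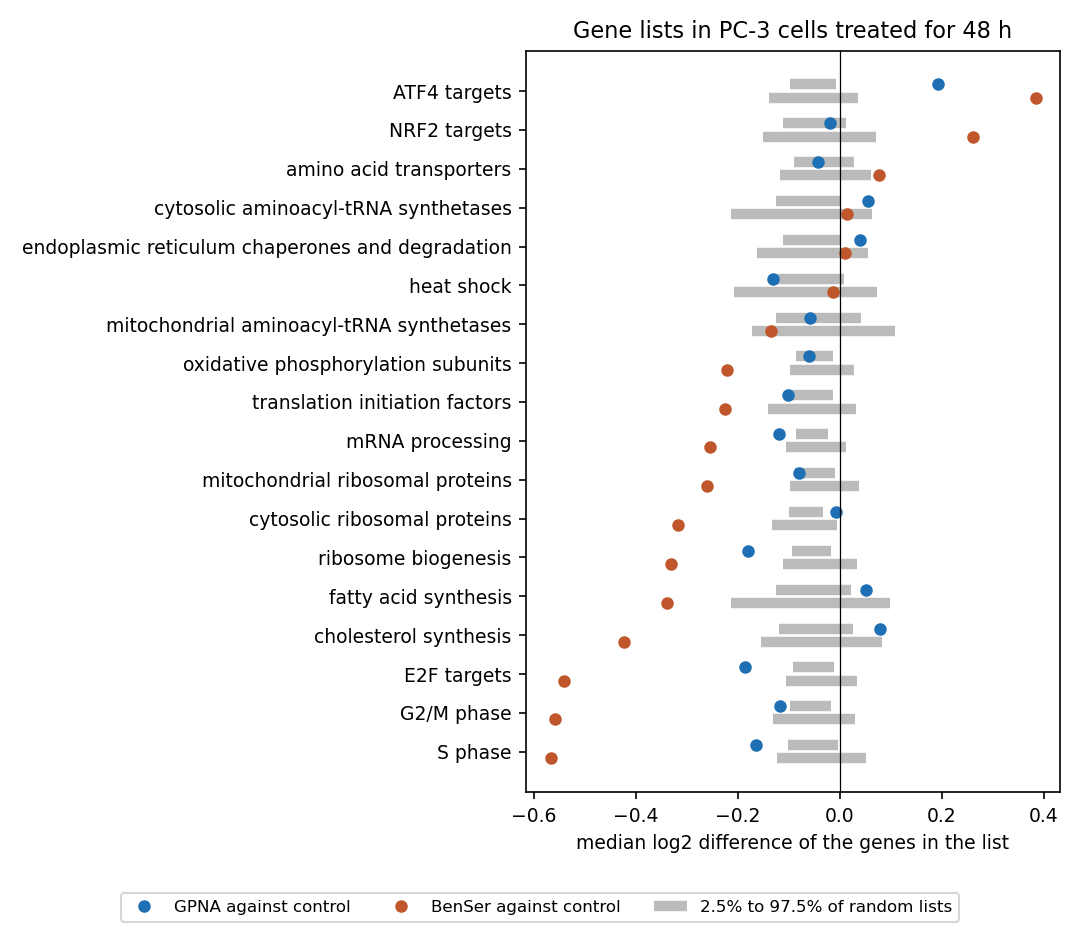
Median log2 difference (horizontal axis) of the genes in 18 lists (vertical axis) with GPNA (blue) and BenSer (orange) against the control, with 1 sample per group. Grey bars span the central 95% of the medians of 10000 random lists matched on expression; the S phase list lies at -0.16 with GPNA and at -0.57 with BenSer.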

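A list of 65 E2F target genes, of which 25 are also in the S phase list, 3 in the G2/M list and 4 are named by the paper, stood in for the E2F motif gene sets, which were not used here. Its median log2 difference was -0.19 with GPNA and -0.54 with BenSer, at percentile 0 of the random lists in both comparisons. With GPNA, 61 of the genes were lower than in the control and none by 1.5-fold. With BenSer, 63 were lower, 24 of them by at least 1.5-fold. The median in the authors' deposited table is -0.20 with GPNA and -0.42 with BenSer.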

Analysis of motif enrichment by GSEA showed a significant association with E2F transcription factor motifs for control compared to either GPNA or BenSer (Figure 4D, E; see also supplementary material, Tables S5, S6). We have previously shown that inhibition of leucine uptake in LNCaP cells shows similar E2F‐mediated cell cycle inhibition, with a subset of 122 genes down‐regulated by the leucine uptake inhibitor BCH 23. Analysis of this 122‐gene signature in control versus GPNA and BenSer showed enrichment in the control group (Figure 4F, G), suggesting that there is a common mechanism regulating gene expression after leucine starvation and glutamine starvation in prostate cancer.

Amino acid starvation leads to up‐regulation of the stress‐response transcription factor ATF4, which in turn leads to increased expression of diverse amino acid transporters, including ASCT2 and LAT1 23. ATF4 was the first (*p =* 1.10E‐11) and sixteenth (*p =* 4.21E‐21) most significantly up‐regulated gene in GPNA‐ or BenSer‐treated cells, respectively (see supplementary material, Tables S1, S2), which was verified by RT–qPCR (see supplementary material, Figure S3A, B). 

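ATF4 (ENSG00000128272) lies on chromosome 22 of GRCh37 from 39915700 to 39918688. Its mean was 112 CPM in the control, from 5193 reads, 140 CPM (139.7) with GPNA and 165 CPM with BenSer. The log2 difference was 0.31 with GPNA (95% interval 0.26 to 0.37) and 0.55 with BenSer (0.51 to 0.60). In the authors' deposited table the log2 fold change is 0.39 with GPNA and 0.55 with BenSer, with a false discovery rate of 9.72e-08 and 3.91e-18, and ATF4 ranks 1 and 16 by p among the genes that were higher. A list of 47 ATF4 target genes had a median log2 difference of 0.19 with GPNA and 0.38 with BenSer, at percentile 100 of the random lists in both. With each treatment, 42 of the 47 were higher than in the control, 6 with GPNA and 17 with BenSer by at least 1.5-fold. The paper names 5 of the 47 genes.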

ATF4 has previously been shown to directly transcriptionally regulate the expression of transporters including ASCT2, ASCT1, xCT and SLC3A2 23, 29. 

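The transporter genes SLC1A5, SLC1A4, SLC7A11, SLC38A1, SLC7A8, SLC3A2 and SLC3A1 were compared between the GPNA and control libraries. SLC1A5, which encodes ASCT2 and lies on chromosome 19 from 47278140 to 47291851, had 41.4 CPM in the control and 42.7 CPM with GPNA. Its log2 difference was 0.043 (95% interval -0.044 to 0.13), so no difference was detectable at this depth, and it was 0.024 without treated column 2. Its log2 fold change in the authors' deposited table is 0.26, with a false discovery rate of 0.284. SLC7A11 had the highest log2 difference with GPNA among the transporters above 10 CPM, at 0.46 (0.38 to 0.55), and SLC3A2 followed at 0.28 (0.21 to 0.35). SLC1A4 had a log2 difference of 0.21 (0.065 to 0.36), which was 0.12 without treated column 1, and SLC38A1 of 0.15 (0.12 to 0.18). SLC7A8, from 55 control reads, had a log2 difference of 0.64, and SLC3A1, from 8 control reads, of 0.36. The pseudocount of 1 CPM makes the differences of these 2 genes smaller. With a pseudocount of 0.1 they were 0.96 and 1.16, against 1.22 and 1.06 in the authors' deposited table. For SLC7A5, which encodes LAT1, the log2 difference with GPNA was 0.0026 (-0.070 to 0.076), and its direction changed when single columns were left out. For this gene, the authors' deposited table gives a log2 fold change of 0.45 with GPNA, with p = 0.192.

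With BenSer, the log2 difference was 0.58 for SLC1A5, 0.63 for SLC1A4, 0.71 for SLC7A11, 0.85 for SLC3A2 and 0.64 for SLC7A5, and these intervals lay above 0. It was 0.11 for SLC38A1, and for SLC7A8 and SLC3A1 the intervals included 0. Over a list of 39 amino acid transporters, of which the paper names 8, the median log2 difference with GPNA was -0.044, at percentile 34.9 of the random lists, and -0.084, at percentile 6.12, without the genes that the paper names. It moved to -0.068 (percentile 14.5) without treated column 1 and to -0.0055 (percentile 81.6) without treated column 2. With BenSer it was 0.077 over 38 genes, at percentile 98.9, but at 97.4 among lists matched on transcript length and at 72.3 without the genes that the paper names. The paper chose most of those genes by their change with GPNA in data that include these columns, so a weaker list without them is built in with GPNA. With BenSer, only the control columns are shared with that choice, so how far the weakening is built in was not tested. The full list has a median log2 fold change of 0.039 with GPNA and 0.16 with BenSer in the authors' deposited table.

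**Figure D3:**
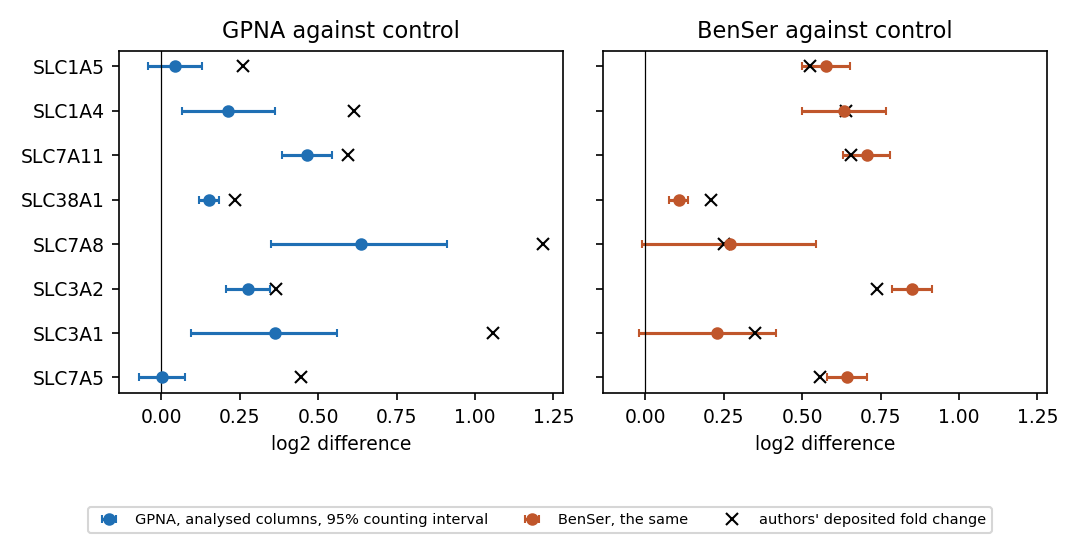
Log2 difference (horizontal axis) of 8 transporter genes (vertical axis) with GPNA (left) and BenSer (right) against the control. Points are the analysed columns, 1 sample per group, with 95% counting intervals, and crosses are the authors' deposited log2 fold changes. SLC1A5 lies at 0.043 with GPNA and at 0.58 with BenSer. The points include a pseudocount of 1 CPM, which makes the differences of SLC7A8 and SLC3A1 with GPNA smaller.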

Analysis of gene sets up‐regulated after GPNA inhibition showed significant enrichment for Gene Ontology categories, including amino acid transport (see supplementary material, Figure S3C), with significant up‐regulation of transporters, including SLC1A5 (ASCT2, *p =* 0.020), SLC1A4 (ASCT1; *p =* 7.72E‐5), SLC7A11 (xCT; *p =* 7.02E‐8), SLC38A1 (SNAT1; *p =* 3.51E‐5), SLC7A8 (LAT2; *p =* 5.63E‐5), SLC3A2 (4F2hc; *p =* 0.041) and SLC3A1 (*p =* 0.005). Another critical gene significantly increased by both GPNA (*p =* 0.009) and BenSer (*p =* 0.0002) was EIF2AK3 (PERK), which can phosphorylate eIF2α, leading to global protein synthesis suppression. 

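EIF2AK3 lies on chromosome 2 from 88856259 to 88991036 and had 11.0 CPM in the control, from 508 reads, 13.5 CPM with GPNA and 12.9 CPM with BenSer. The log2 difference was 0.28 with GPNA (95% interval 0.12 to 0.43) and 0.22 with BenSer (0.068 to 0.37). The authors' deposited table gives log2 fold changes of 0.22 and 0.32 for these comparisons, with false discovery rates of 0.197 and 0.00408.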

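The genes EIF3B, EIF2A, EIF4H, EIF5A, EIF2B3, EIF4G1, EIF2B4 and EIF2B5 were all lower in the GPNA libraries than in the control. The log2 difference ranged from -0.30 for EIF4G1 to -0.13 for EIF2B3, whose 95% interval of -0.28 to 0.017 included 0. It was -0.21 for EIF3B (-0.25 to -0.18), -0.27 for EIF5A (-0.33 to -0.21), -0.27 for EIF2B4 (-0.39 to -0.16) and -0.17 for EIF2A (-0.24 to -0.098). EIF4H and EIF2B5 had log2 differences of -0.15 and -0.16. EIF3B has a false discovery rate of 0.0311 with GPNA in the authors' deposited table, and the other genes have rates from 0.116 (EIF2A) to 0.428 (EIF2B5). Over 47 translation initiation factor genes, which include these 8, the median log2 difference with GPNA was -0.10, at percentile 2.36 of the random lists. It was -0.069 and at percentile 33.0 without the 8 genes, which the paper chose as lower in data that include these columns. With single columns left out it ranged from -0.12 to -0.068, and without treated column 2 it was at percentile 29.9. With BenSer the median of 48 genes was -0.23, at percentile 0.03.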

A set of genes that belong to eukaryotic translation initiation factor are significantly decreased after GPNA treatment, including EIF3B (*p =* 0.0003), EIF2A (*p =* 0.003), EIF4H (*p =* 0.005), EIF5A (*p =* 0.009), EIF2B3 (*p =* 0.034), EIF4G1 (*p =* 0.039), EIF2B4 (*p =* 0.040) and EIF2B5 (*p =* 0.048).

### Knockdown of ASCT2 suppresses growth in prostate cancer cells

We used lentiviral shRNA‐mediated knockdown of ASCT2 to substantiate the direct ASCT2 effects of BenSer and GPNA in LNCaP and PC‐3 cells. Two different shRNAs decreased ASCT2 expression and glutamine transport in LNCaP and PC‐3 cells compared to a non‐targeting shRNA control (Figure 5A, B; see also supplementary material, Figure S3D). Inhibition using shASCT2#2 also significantly decreased leucine uptake in both LNCaP and PC‐3 cells (Figure 5C), suggesting that ASCT2‐transported glutamine is utilized for leucine uptake.

**Figure 5:**
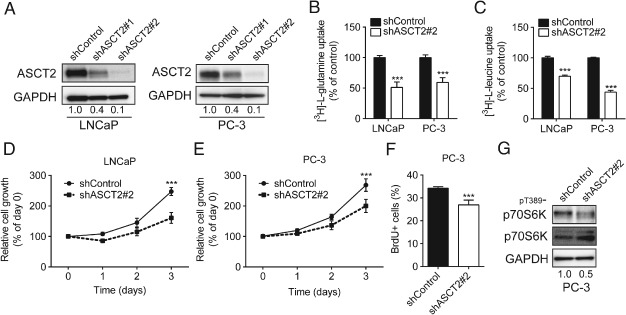
ASCT2 is required for prostate cancer cell proliferation. (A) Analysis of ASCT2 protein after shRNA knockdown in LNCAP or PC‐3 cells using shASCT2#1 or shASCT2#2. (B, C) Analysis of glutamine (B) or leucine (C) uptake in LNCaP or PC‐3 cells after shASCT2 knockdown. (D, E) LNCaP (D) and PC‐3 (E) cell growth after shASCT2#2 knockdown was analysed by MTT assay. (F, G) Cell cycle progression (BrdU incorporation; F) and mTORC1 pathway activation (p‐p70S6K; G) was analysed after shASCT2#2 knockdown in PC‐3 cells. (B, C, F) Data are mean ± SEM (n ≥ 3); Mann–Whitney U‐test was used to analyse data. (D, E) Data are mean ± SEM (n ≥ 3); significance was assessed using two‐way ANOVA; ^*^p < 0.05, ^**^ p < 0.01, ^***^ p < 0.001

LNCaP and PC‐3 cells expressing shASCT2#2 showed a significant decrease in cell viability compared to shControl cells (Figure 5D, E). Analysis of BrdU incorporation (Figure 5F) and apoptosis (see supplementary material, Figure S3E) in shASCT2#2‐expressing PC‐3 cells confirmed that ASCT2 knockdown inhibits the cell cycle rather than apoptosis. Similar results for glutamine uptake, BrdU incorporation and apoptosis were also observed in shASCT2#1 PC‐3 cells (see supplementary material, Figure S3D, F, G). Finally, we examined mTORC1 pathway activation by western blotting, showing reduced phosphorylation of p70S6K in PC‐3 cells expressing shASCT2#2 (Figure 5G).

### Knockdown of ASCT2 suppresses tumour growth in prostate cancer xenografts

To determine whether ASCT2 function is critical for tumour growth *in vivo*, PC‐3 cells expressing shControl or shASCT2#2 were transduced with a lentiviral vector co‐expressing eGFP and firefly luciferase 30. Cells were enriched to high purity on a narrow band of high GFP expression, resulting in similar GFP/luciferase expression in each shControl and shASCT2 cell line (see supplementary material, Figure S4A). PC‐3–luc cells were subcutaneously injected into nude mice, with similar luciferase expression in shControl and shASCT2 tumours confirmed after 48 h (Figure 6A). Bioluminescence was analysed twice weekly for 32 days, showing a significant decrease in shASCT2 tumour size by day 25 (Figure 6B).

**Figure 6:**
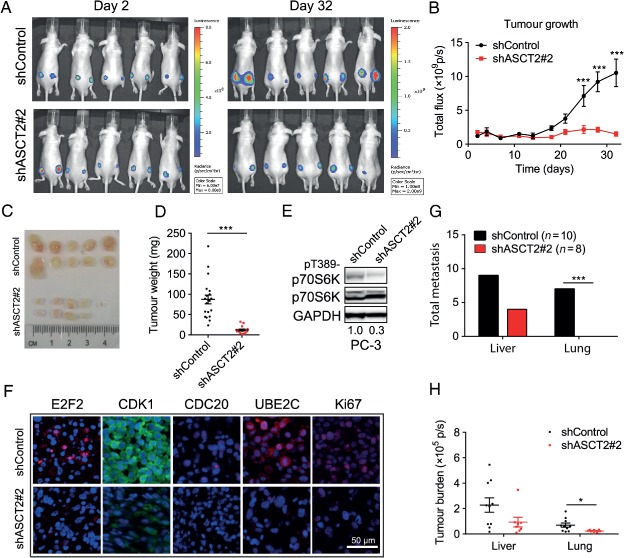
ASCT2 is required for tumour growth in vivo. (A) PC‐3‐luc cells stably expressing shControl or shASCT2#2 were injected subcutaneously into the right and left dorsal flanks of male nude mice; bioluminescent images are shown at days 2 and 32. (B) Tumour growth was measured twice weekly by bioluminescence in shControl (n = 10) and shASCT2 (n = 8) mice; data are mean ± SEM; significance was assessed using two‐way ANOVA; ^***^ < 0.001. (C, D) Tumours (shControl, n = 20; shASCT2#2, n = 15) were harvested after 32 days, imaged (C) and weighed (D). (E) Phosphorylated p70S6K was measured after shASCT2 knockdown in PC‐3 xenograft. (F) Sections from shControl and shASCT2 tumours were stained for CDK1, CDC20, UBE2C and Ki67 expression; representative images; scale bar = 100 µm. (G, H) Number (G) and size (H) of spontaneous metastases in liver and lung were measured by bioluminescence. (B) Data are mean ± SEM; significance was assessed using two‐way ANOVA. (D, H) Data are mean ± SEM; Mann–Whitney U‐test was used to analyse data. (G) Number of spontaneous metastases at day 32 in shControl and shASCT2 mice was assessed using two‐tailed Fisher exact test; ^*^p < 0.05, ^**^ p < 0.01, ^***^ p < 0.001

Mice were euthanized after 32 days, due to the size of the shControl tumours. The tumours were isolated, photographed and weighed, with shControl tumours being significantly larger than shASCT2 tumours (Figure 6C, D; *p <* 0.001). Western blots of xenograft tumours showed that phosphorylation of p70S6K was decreased in shASCT2 tumours compared to shControl tumours (Figure 6E). Analysis of E2F2, CDK1, CDC20, UBE2C and the proliferation biomarker Ki67 in xenograft sections showed consistently lower levels in the shASCT2 tumours (Figure 6F). There were no changes in cleaved caspase 3 levels (see supplementary material, Figure S4B).

Micrometastases were detected by isolation and *ex vivo* bioluminescence analysis of organs immediately after euthanasia (see supplementary material, Figure S4C). Analysis of shControl mice showed that nine of 10 had metastases in the liver and four of 10 in the lung, while shASCT2 mice showed that four of nine had metastases in the liver, with no lung metastases (*p =* 0.004; Figure 6G). Metastatic bioluminescence burden in the liver and lung also showed a significant decrease in shASCT2 xenografted mice (Figure 6H).

## Discussion

ASCT2 can be regulated by multiple transcription factors, including Myc 6, Rb/E2F 31, androgen receptor 23 and ATF4 21, 23. This permits similar ASCT2 protein expression in both androgen‐dependent (LNCaP) and androgen‐independent (PC‐3) prostate cancer cell lines, and facilitates sufficient glutamine for cell growth. Our patient and LNCaP xenograft data confirmed that androgen receptor regulation of ASCT2 contributes to its expression in untreated/primary cancer and that under androgen‐deprivation therapy, ASCT2 levels decrease. Similar to other androgen receptor‐ and ATF4‐regulated genes 23, re‐expression of ASCT2 was observed in recurrent disease. Importantly, ATF4 levels are significantly increased in androgen‐independent prostate cancer metastasis compared to primary cancer (2.25‐fold; *p =* 3.82E‐7) 23, suggesting that activation of ATF4 transcriptional targets is important in either metastasis or maintenance of the metastatic tumour. Interestingly, ASCT2 knockdown tumours showed decreased metastasis in the liver and lung, although this was confounded by the smaller primary tumours.

Blocking ASCT2 using either chemical or genetic means reduced cell proliferation and cell cycle in both LNCaP and PC‐3 cell lines. This coincided not only with reduced glutamine levels but also with a reduction in the essential amino acid leucine, likely through LAT1‐mediated exchange for leucine. Although knockdown of ASCT2 resulted in similar glutamine uptake inhibition in LNCaP and PC‐3 cells, leucine uptake was inhibited at a higher level in PC‐3 cells, coincident with the higher LAT1 expression compared to LNCaP cells 32, further supporting the ASCT2–LAT1 exchange hypothesis, which subsequently leads to altered mTORC1 signalling 15, 33. ASCT2 inhibition did not directly alter glutamine metabolism in PC‐3 cells, suggesting that the effects on basal OCR may be due to combined glutamine/leucine inhibition and subsequent shut‐down of energy‐consuming processes, such as protein, lipid, RNA and DNA synthesis. Previous studies have shown that mTORC1 controls mitochondrial activity through a 4EBP‐dependent translation regulation 34 and mitochondrial gene expression 35. This mechanism is further supported by the GPNA‐mediated down‐regulation of GO categories for RNA and DNA Processing and Mitochondrial Genesets in PC‐3 cells. 

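For GPNA, the 73 genes of mitochondrial ribosomal proteins had a median log2 difference of -0.080, at percentile 6.49 among random lists matched on expression, and of -0.096, at percentile 1.49, without control column 2. The 78 subunits of oxidative phosphorylation had a median of -0.060, at percentile 32.4. In the authors' deposited table, the medians of the same genes with GPNA are -0.13 and -0.10. The mitochondrial gene sets of the paper's enrichment analysis were not used here.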

Analysis of glutamine metabolism in LNCaP cells, however, showed that inhibition of ASCT2 suppresses basal oxygen consumption, as well as TCA cycle glutaminolysis through complete oxidation and conversion to lipids. LNCaP cells have low expression of LAT1 and high expression of the leucine uniporter LAT3, and thereby are not as reliant on glutamine exchange to maintain leucine levels. They appear more reliant on glutamine anaplerosis than PC‐3 cells.

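BenSer and GPNA were also compared with each other, which does not involve the control libraries. The median log2 difference of BenSer minus GPNA was -0.41 for S phase, -0.45 for G2/M phase and -0.14 for mRNA processing, each at percentile 0 of the random lists. It was 0.23 for ATF4 targets and 0.19 for amino acid transporters, both at percentile 100. All these differences are between 1 sample per group.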

Analysis of gene expression in PC‐3 cells treated with BenSer or GPNA showed an adaptive response to glutamine deprivation through ATF4‐mediated transcription, resulting in reduced cell cycle and RNA processing, and up‐regulation of amino acid transporters in an attempt to restore glutamine levels. Previous studies have suggested that targeting this ATF4‐mediated stress response may provide an effective cancer therapy 36. However, in glioblastoma, the ATF4 response to glutamine deprivation directs apoptosis through NOXA and PUMA 37. Unlike glioblastoma, we did not observe an increase in apoptosis in PC‐3 cells after ASCT2 inhibition. These chemicals, or ASCT2 shRNA knockdown, do not induce complete glutamine deprivation, suggesting that perhaps the magnitude of glutamine deprivation, and subsequent ATF4 activation, may be critical in driving cell fate decisions for survival or apoptosis.

High expression of ASCT2 has previously been reported in the normal prostate 17 and many rapidly dividing normal cells rely on ASCT2 expression for glutamine uptake. Despite this important function in normal cells, the ASCT2 knockout mice do not show any obvious abnormalities in growth or survival, making ASCT2 an attractive therapeutic target 40. Compared to the immunosuppressive effects of directly inhibiting mTORC1, the ASCT2 knockout mice have a relatively mild immune phenotype involving Th1 and Th17 lineage differentiation 40. Despite this mild phenotype, it will still be important to monitor immune cells and effects on other normal cells when developing ASCT2‐targeted therapies.

Our *in vivo* knockdown data support the development of ASCT2 as a therapeutic target in prostate cancer. Since ASCT2 is androgen‐regulated, one could envisage targeting ASCT2 in either primary or advanced prostate cancer. Importantly, our data showed that targeting ASCT2 not only inhibited known pathways, such as mTORC1, but also regulated the critical metastasis‐expressed, E2F‐regulated, cell cycle genes *CDK1*, *CDC20* and *UBE2C*, thereby resulting in a two‐pronged block of cell division. This suggests that ASCT2‐targeted therapies may be particularly effective in advanced castration‐resistant prostate cancer. However, current ASCT2 inhibitors, such as BenSer 38, GPNA 28 and dithiazoles 39, have high effective concentrations, rendering them ineffective as putative therapeutics. The development of new inhibitors in the low μm or nm range would be required for further preclinical testing. This is one of the major limitations of this current study. Additionally, once a drug is developed, it would be important to determine an appropriate clinical population and setting that may benefit from ASCT2 targeting, using preclinical models such as patient‐derived xenografts or explants. Further limitations surround the potential up‐regulation of other glutamine transporters by adaptive mechanisms such as ATF4 transcription; this will need to be monitored for potential compensation mechanisms in tumours. Finally, while glutamine is clearly an important amino acid transported by ASCT2, it remains to be determined what downstream effects are caused by inhibition of other ASCT2‐transported amino acids, such as alanine, serine, cysteine, threonine or asparagine.

In summary, we have shown that ASCT2 is the key glutamine transporter that regulates prostate cancer proliferation and metabolism. We have identified critical cell cycle and metabolic pathways, which may provide new avenues for therapeutic intervention in prostate cancer.

## Author contributions

Conception and design, JH and QW; development of methodology, JH, QW, CGB and WR; acquisition of data, QW, RH, AJH, MvG, MG, LF, JJLW, SB, MS, RN, CM, NP and NO; analysis and interpretation of data, JH, QW, RH, AJH, MCS, DG, WR, LF, ML, CCN and JEJR; writing, review and/or revision of the manuscript, JH, QW, JEJR and CGB; and study supervision, JH.

**Supplementary material on the internet**

The following supplementary material may be found in the online version of this article:

**Supplementary materials and methods**

**Figure S1.** ASCT2 IHC scoring and Gleason expression.

**Figure S2.** Inhibition of glutamine uptake and metabolism.

**Figure S3.** ATF4 activation and ASCT2 shRNA inhibition.

**Figure S4.** shASCT2 in vivo apoptosis and metastasis.

**Table S1.** Genes upregulated and downregulated by GPNA.

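Of the 1156 genes that the authors' deposited table has as higher with GPNA at p under 0.05, 1121 (97.0%) were higher in the analysed columns as well, 28 of them by at least 1.5-fold. Of the 1094 genes that it has as lower, 1092 (99.8%) were lower here, 6 by at least 1.5-fold. These columns are part of the authors' comparison, so the shares are not independent of it. In the authors' deposited table, 570 of the genes at p under 0.05 are at least 1.5-fold different. The values here include a pseudocount of 1 CPM, which makes differences smaller for genes with few reads. The 1.5-fold counts and the medians are thus not on the authors' scale, and how much of the gap this makes was not tested. The median log2 difference of the higher genes in the analysed columns was 0.22, against a median log2 fold change of 0.42 in the authors' deposited table. For the lower genes these medians were -0.21 and -0.25.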

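With BenSer, the authors' deposited table has 2425 genes as higher at p under 0.05, of which 2405 (99.2%) were higher in the analysed columns and 279 were at least 1.5-fold higher. All of the 2246 genes that it has as lower were lower here, 251 of them by at least 1.5-fold. The analysed columns had median log2 differences of 0.28 and -0.35 for these genes, against 0.36 and -0.38 in the authors' deposited table. On the authors' scale, 1325 of these genes are at least 1.5-fold different.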

**Table S2.** Genes upregulated and downregulated by BenSer.

**Table S3.** Gene ontology upregulated in control vs GPNA.

**Table S4.** Gene ontology upregulated in control vs BenSer.

**Table S5.** Motif upregulated in control vs GPNA.

**Table S6.** Motif upregulated in control vs BenSer.

## Supporting information

AppendixS1. Supplementary Information Click here for additional data file.

FigureS1. A, ASCT2 protein expression was detected on the cell membrane in patient samples. Representative images of each staining score are shown. Scale bar is 50 urn. B, scoring of ASCT2 protein expression in patient cohort with different Gleason grades. C, ASCT2 mRNA expression in the TCGA patient cohort with different Gleason scores. B, BPH, n = 36; Gleason 3,n = 59; Gleason 4, n = 44; Gleason 5, n = 7. Data are the mean ± SEM. Mann‐Whitney U‐test was used to analyze data. C, Gleason score 6, n = 11; Gleason score 7, n = 113; Gleason score 8, n = 12; Gleason score 9, n = 19. Data are the mean ± SEM. Mann‐Whitney U‐test was used to analyze data. Click here for additional data file.

A, glutamine uptake was assessed at a range of BenSer concentrations. Band C, glutamine uptake was assessed in the presence of bicalutamide +/‐ BenSer (B) or DHT +/BenSer (C) in LNCaP and PC‐3. 0, glutamine uptake was assessed in the presence of GPNA (1 mM) in PC‐3 cells.E and F, oxygen consumption rate (OCR) was assessed on a SeaHorse XF Analyzer in LNCaP (E) and PC‐3 (F) cells pre‐treated with BenSer (10 mM) or GPNA (1 mM), followed by addition of oligomycin, FCCP, or rotenone and antimycin. G and H, glutamine uptake was decreased in LNCaP and PC‐3 cells in the presence of BenSer or GPNA. I, oxidative stress was measured in PC‐3 cells using CellRox reagent in the presence of BenSer (10 mM), GPNA (1 mM) or positive control TBHP (250 ˜ M). A‐H, data are the mean ± SEM (n = 3). 0, Mann‐Whitney U‐test was used to analyze data. B, C, E, F , one‐way ANOVA test was used to analyze data. ^*^, P < 0.05; ^**^, P < 0.01; ^***^, P < 0.001. n.s, no significance. Click here for additional data file.

A, ATF4 mRNA exprssion was detected by qRT‐PCR in PC‐3 cells in the presence of BenSer or GPNA. B, PCR products are examined in a agarose gel electrophoresis. C, gene set enrichment analysis (GSEA) plot Gene Ontology categories Amino Acid Transport in control versus GPNA group. 0, glutamine uptake was assessed in shControl and shASCT2#1 expressing PC‐3 cells. E, annexin V staining was used to detect apoptosis in PC‐3 cells expressing shControl and shASCT2#2. F, cell cycle phase was determined using BrdU incorporation assay in PC‐3 cells expressing shControl and shASCT2#1. G, annexin V staining was used to detect apoptosis in PC‐3 cells expressing shControl and shASCT2#1. A, one‐way ANOVA test was performed. O‐G, data represent mean ± SEM, n = 3. Mann‐Whitney U test was performed. ^*^, P < 0.05; ^**^, P < 0.01; ^***^, P < 0.001. Click here for additional data file.

**Figure**S4. A, PC‐3 cells expressing shControl or shASCT2 were transduced with GFP‐2A‐luciferase expressing construct and sorted for high GFP expression by FACS. B, cleaved caspase 3 expression in shControl and shASCT2. C, spontaneous metastatic PC‐3‐luc cells expressing shControl or shASCT2 were detected in the liver and lungs of mice bearing subcutaneous tumors. Click here for additional data file.

TableS1 Genes upregulated and downregulated by GPNA Click here for additional data file.

TableS2 Genes upregulated and downregulated by BenSer Click here for additional data file.

TableS3 GSEA gene ontology upregulated gene sets in control vs GPNA treated PC‐3 cells (Top 50). Click here for additional data file.

TableS4 GSEA gene ontology upregulated gene sets in control vs benzylserine treated PC‐3 cells (Top 50). Click here for additional data file.

TableS5 GSEA motif upregulated gene sets in control vs GPNA treated PC‐3 cells (Top 50). Click here for additional data file.

TableS6 GSEA motif upregulated gene sets in control vs benzylserine treated PC‐3 cells (Top 50). Click here for additional data file.

# Supplementary material for: Targeting ASCT2‐mediated glutamine uptake blocks prostate cancer growth and tumour development
**Source:** J Pathol. 2015 Apr 7;236(3):278–89. doi: 10.1002/path.4518
**Supplement:** Supplementary file 1 — AppendixS1. Supplementary Information

**Supplementary Information**

**Supplementary methods and materials:**

**Antibodies**

Antibodies used in this study were against ASCT2, pT389-p70S6K, p70S6K, cleaved caspase 3 (Cell Signaling Technology), UBE2C (Boston Biochem, Cambridge, MA), E2F2 (Santa Cruz), Ki67, CDC20, CDK1 and glyceraldehyde-3-phosphate dehydrogenase (GAPDH; Abcam). Horseradish peroxidase–conjugated donkey anti-mouse IgG and donkey anti-rabbit IgG were used as secondary antibodies (Millipore).

**Uptake assay**

Cells were cultured in 6-well plates in RPMI media. After collecting and counting, cells (3×10^4^/well) were incubated with 0.3 µCi [^3^H]-L-leucine (200 nM; PerkinElmer) in leucine-free RPMI media for 15 min at 37°C in the presence or absence of each inhibitor. For the glutamine uptake assay, cells (1×10^5^/well) were incubated with [^3^H]-L-glutamine (400 nM; PerkinElmer) in minimum essential media (Life Technologies) for 15 min at 37°C in the presence or absence of each inhibitor. Cells were collected and transferred to filter paper using a 96-well plate harvester (Wallac PerkinElmer), dried and exposed to scintillation fluid. Counts are measured using a liquid scintillation counter (PerkinElmer). For bicalutamide or DHT treatment, cells were pre-treated with either DMSO, bicalutamide (25 µM) or DHT (10 nM) for 48 h, followed by the glutamine uptake assay.

**BrdU analysis**

Cells (2×10^5^ per well) were seeded in 6-well plates and allowed to adhere overnight. After serum starvation, cells were incubated in the fresh RPMI media for 22 h, followed by addition of BrdU (150 µg/mL) for another 2 h. Cells were detached using Tryple (Life Technologies), fixed and stained using the APC-BrdU Flow Kits (BD, Biosciences). The BrdU antibody was diluted 1:50. Nuclei were counter-stained with 7-AAD. Both cell cycle and BrdU analysis was performed using a BD Canto II flow cytometer and FlowJo software (Tree Star Inc.).

**Annexin V assay**

Cells (2×10^5^ per well) were seeded in 6-well plates, allowed to adhere overnight. Positive control cells were irradiated in a UV Stratalinker 2400 (Stratagene) with a 400,000 μJ dosage and incubated in fresh media for 16 h. Cells were detached using Tryple and resuspended in 1 mL of binding buffer (HEPES–buffered PBS supplemented with 2.5 mM calcium chloride) containing anti-annexin V-APC (BD) and incubated for 15 min in the dark at room temperature. PI solution (20 μg/mL) was added, and the cells were analyzed using a BD Canto II flow cytometer and FlowJo software (Tree Star Inc.).

**SDS-PAGE and Western blotting**

Cells (2×10^5^ per well) were seeded in 6-well plates, allowed to adhere overnight. Cells were lyzed by the addition of lysis buffer (200 μL; 20 mM Tris–HCl, 150 mM NaCl, 1% (v/v)Triton X-100, 0.5% (w/v) Na deoxycholate, 0.1% (w/v) SDS) with protease inhibitor Cocktail III (Bioprocessing Biochemical, California) and 1 mM Na_3_VO_4_ (Sigma). Equal protein (micro-BCA method; Pierce, IL) was loaded on 4–12% gradient gels (Life Technologies), electrophoresis performed and transferred to PVDF membrane. The membrane was blocked with 2.5% (w/v) BSA in PBS­-Tween20, and incubated with the primary and secondary antibodies. The secondary HRP-labelled antibodies were detected using enhanced chemiluminescence reagents (Pierce) on a Kodak Imager (Kodak). The results were analyzed by densitometry using ImageJ Software.

**LNCaP castration xenograft experiment**

LNCaP xenograft tumors were grown in athymic nude mice at two sites as modified from a previously reported method [1,2]. PSA (prostate-specific antigen) serum levels were measured weekly from blood samples collected from tail vein incisions. Animals were castrated when serum PSA was > 100 ng/mL or the tumor was ~1.5 cm diameter (approximately 8 weeks after injection with LNCaP cells) [1]. The animals were sacrificed, tumors collected and mRNA expression analyzed by microarray as detailed previously [1,2]. Data were analyzed from the GEO Database GSE44319 for ASCT2 (Probe P_126177) expression.

**Immunofluorescence staining**

PC-3-luc xenografts from a single experiment were sectioned. For immunofluorescence staining, sections were boiled in sodium citrate buffer (10 mM, pH=6) for 20 min, followed by a rinse in distilled water. After incubation with 5% (v/v) normal goat serum for 30 min, sections were stained for Ki67, CDK1, UBE2C, CDC20 or E2F2 (all antibodies 1:100) overnight at 4°C. The cells were washed in PBS before addition of a goat anti-rabbit Alexa 594 (1:1000; Life Technologies) for CDC20, UBE2C and Ki67, goat anti-mouse Alexa 488 (1:1000, Life Technologies) for CDK1 and goat anti-mouse Alexa 594 (1:1000, Life Technologies) for E2F2 for 2 h at room temperature. After washing with PBS, slides were mounted by ProLong Gold anti-fade reagent with DAPI (Life Technologies). Staining results were imaged by Leica DM6000B (Leica).

**Measurement of oxygen consumption**

Cellular oxygen consumption rate (OCR) was measured with a Seahorse XF analyzer (Seahorse Bioscience, MA) according to manufacturer’s instructions. Briefly, cells (2×10^4^ cells/well for PC-3 or 2.5×10^4^ cells/well for LNCaP) were seeded in a Seahorse XF 24-well assay plate in full growth medium. After overnight attachment, the medium was washed and replaced with pre-warmed running medium (consisting of non-buffered DMEM (Sigma-Aldrich, MO) supplemented with 1 mM sodium pyruvate and 10 mM glucose, pH 7.4) containing either 10 mM BenSer or 1 mM GPNA. Plates were incubated for 60 min in a non-CO_2_ incubator at 37°C before three basal measurements were undertaken determining oxygen and proton concentration in the medium. Then the ATP synthase inhibitor oligomycin (1 µg/mL), Carbonyl cyanide-*4*-(trifluoromethoxy)phenylhydrazone (FCCP; 0.3 µM) and the complex III inhibitor rotenone/antimycin A (1 µM) were injected serially, with three further measurements after each addition. Seahorse plates had all media removed, without disrupting the cell monolayer, were lyzed, and then frozen at -20°C, immediately after the conclusion of the assay. Total protein in each well was determined using bicinchoninic acid (BCA) assay (Pierce, IL), according to manufacturer’s instructions. All OCR values were normalized to total protein in each well.

**Measurement of lipid synthesis and oxidation**

LNCaP and PC-3 cells were seeded in 6-well plates with 2×10^5^ cells/well and treated with BenSer or GPNA for 20 h. Media was then changed to 500 µL glutamine-free DMEM media with addition of 2% BSA, 0.5 mM oleate, 1 mM carnitine, 0.5 µCi/ml [^14^C]-L-glutamine, and 2 mM L-glutamine. Cells were incubated at 37°C for 4 h. Subsequently, the media was transferred to a glass scintillation vial housing both a microfuge tube containing 400 µL sodium hydroxide and 500 μL of 1 M PCA. The vial was shaken for 2 h. The sodium hydroxide was transferred into a scintillation vial, containing 3 mL of scintillation buffer (Ultima gold, PerkinElmer). Radiation was measured by scintillation counter (1900CA Tri-Carb Liquid Scintillation Analyzer, Packard). Cells were rinsed in PBS and lipids extracted in chloroform:methanol (2:1 v:v). Following centrifugation (1,000 g for 10 min), the organic phase was evaporated to dryness under nitrogen gas at 40°C, lipids resuspended in 30 μL of 100% ethanol then transferred to a scintillation vial containing 3 mL of scintillation buffer to determine ^14^C activity. Cell lysates were collected to determine the total protein using BCA assay (Pierce, IL).

**Lipid content analysis**

LNCaP (4000 cells/well) and PC-3 cells (2000 cells/well) were seeded in 96-well plates for 48 h and treated with BenSer (10 mM), GPNA (1 mM) or TOFA (10μM; Sigma-Aldrich) for 24 h. As described previously [3], cells were fixed and stained with DAPI (1 μg/ml, Sigma-Aldrich) and Nile Red (0.25 μg/ml, Sigma-Aldrich) in PBS for 20 min in the dark. Cells were imaged on an IN Cell Analyzer 2200 (GE Healthcare) with a 10× magnification, and fluorescence of neutral lipids and phospholipids were measured in the Cy3 and Cy5 channels, respectively. Image segmentation and quantitation of mean cellular fluorescence intensities of neutral lipids and phospholipids and lipid droplet count of 300 cells were performed with CellProfiler software (Broad Institute).

**ROS assessment**

Cells were treated with BenSer (10 mM), GPNA (1 mM) or tert-butyl hydroperoxide (TBHP; 250 µM) as positive control for 30 min at 37°C, followed by incubation with CellRox Deep Red reagent (500 nM; Life Technologies) for 30 min. The cells were analyzed using a BD Canto II flow cytometer and FlowJo software.

**Quantitative Real Time- PCR (qRT-PCR)**

For qRT-PCR of *ATF4* transcripts in PC3 cells, total RNA samples were treated with DNAse I, amplification grade (Invitrogen). cDNA was generated using SuperScript® III First-Strand Synthesis System (Invitrogen), according to the manufacturers’ instructions. PCR was performed using Platinum^®^ *Taq* polymerase (Invitrogen) with the following primer set: hATF4-F, 5′ -CTTAAGCCATGGCGCTTCT-3′ and hATF4-R, 5′-GAGAAGGCATCCTCC TTGCT -3′. Expression of human *B2M1* (*hB2M1*) was used to normalise for cDNA input. The following primer set was used hB2M1-F,5′-TGCCGTGTGAACCATGTGAC-3′ and hB2M1-R, 5′-CGGCATCTTCAAACCTCCAT-3′

For each sample, equal amount of amplified products (10 μg) were used for agarose gel electrophoresis. Quantitative RT-PCR was performed using the CFX96^(TM)^ Real Time PCR Machine (Bio-Rad). Reactions were performed in 20 μl volumes containing 1×IQ SyberGreen supermix and 0.3 μM of each ATF4 forward and reverse primers (hATF4-2F, 5’- TCAAACCTCATGGGTTCTCC -3’; hATF4-2R. 5’- GAGAAGGCATCCTCCTTGCT -3’). Normalisation of cDNA input was performed for *B2M1* using the same primers for qRT-PCR. Cycling conditions were: 95°C for 6 min followed by 95°C for 30 sec, primer-specific annealing temperature for 30 sec, and extension at 72°C for 30 sec. Fold changes were calculated using the ∆∆CT method.

**Lentiviral shRNA expression**

ASCT2 shRNA lentiviral preparation was performed as previously described [4]. Briefly, pLKO.1 plasmids containing short hairpin RNA (shRNA) against ASCT2 or a non-targeting *Arabidopsis thaliana* miR159a control sequence (shControl) were mixed with pMDLg/prre, pRSVRev and pMD2.VSV-G packaging plasmids, and transfected into 70% confluent HEK293T cells using the calcium phosphate precipitation method. After 8 h, the media was changed, and viral supernatant was collected 24 h later and centrifuged at 20,000 rpm for 2 h at 4°C. The pellet was dissolved in 3% (v/v) lactose/PBS and stored at -70°C.

LNCaP and PC-3 cells were then transduced with concentrated lentiviral vectors that delivered shRNAs against ASCT2 or control sequence and expanded under puromycin selection (10 μg/mL) for at least 1 week. ASCT2 expression was examined by western blotting to confirm knockdown.

**Gene set enrichment analysis**

Gene set enrichment analysis (GSEA; http://www.broad.mit.edu/gsea) was used to identify gene clusters. Depending on sample size, phenotype or gene set permutation analysis with ratio-of-classes or signal-to-noise gene ranking was carried out. GSEA analyses generate a nominal P value, reflecting the statistical significance, estimated using an empirical phenotype-based permutation test. Venn diagrams were drawn using BioVenn (http://www.cmbi.ru.nl/cdd/biovenn/index.php). Published microarray data sets from Oncomine (v.4.4.3) were used for analysis of ASCT2 expression in patient cohorts.

**Supplementary Reference**:

1. Ettinger SL, Sobel R, Whitmore TG*, et al.* Dysregulation of sterol response element-binding proteins and downstream effectors in prostate cancer during progression to androgen independence. *Cancer Res* 2004; **64**: 2212-2221.

2. Qi J, Tripathi M, Mishra R*, et al.* The E3 ubiquitin ligase Siah2 contributes to castration-resistant prostate cancer by regulation of androgen receptor transcriptional activity. *Cancer Cell* 2013; **23**: 332-346.

3. Sadowski MC, Pouwer RH, Gunter JH*, et al.* The fatty acid synthase inhibitor triclosan: repurposing an anti-microbial agent for targeting prostate cancer. *Oncotarget* 2014; **5**: 9362-9381.

4. Wang Q, Beaumont KA, Otte NJ*, et al.* Targeting glutamine transport to suppress melanoma cell growth. *Int J Cancer* 2014; **135**: 1060-1071.

How the deposited data were processed for this re-analysis (not part of the article)

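PC-3 cells were left untreated or were treated with 1 mM GPNA or 10 mM BenSer for 48 h, and 6 libraries are labelled, 2 per group. According to the paper, the authors prepared stranded total RNA libraries, trimmed the paired-end reads, mapped them to hg19/GRCh37.p13 with TopHat2, counted reads per gene and compared 4 replicates per treated and untreated group with exact tests, at an expression threshold of 5 reads in at least one group.

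The authors deposited 2 tables of 19491 genes (19429 distinct names). The value columns are named as counts, but the deposited values are CPM, which the authors made by dividing the reads of each gene by the library total. Every value (100%) was a whole number of reads over that total, so reads and totals were recovered from them. The authors' deposited log2 fold changes and average log2 CPM, and the deposited p-value and false discovery rate of their exact test, were read as they stand and are named as the authors' wherever they are printed.

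Each table has 4 value columns per group, whereas the sample labels name 2 libraries per group. Only the columns whose number and group match a label, columns 1 and 2, were mapped to samples. The other 8 column entries of the 16 in both tables (6 of them distinct) could not be mapped by name and were not analysed. All the columns had been looked at before this mapping was settled, and a draft that assigned all of them to samples by their values was dropped, because values are no basis for a mapping. The authors' comparisons include the unused columns, so their values and those computed here rest on different numbers of columns.

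Columns 1 and 2 of each group were checked against read sampling with a chi-square over genes with at least 20 reads in the pair. The chi-square per degree of freedom was 1.06 for the control (15623 genes, p = 1.99e-08), 1.04 for GPNA (16003 genes, p = 4.48e-05) and 1.05 for BenSer (16498 genes, p = 1.26e-05), which is an excess coefficient of variation of 0.901%, 0.733% and 0.681%. The 2 columns were therefore counted as 1 sample, and with 1 sample per group no p-value for the effect of a treatment is given. The totals of reads were 46305166 for the control, 51251712 for GPNA and 64121179 for BenSer.

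The mean CPM of the 2 columns was compared as a difference in log2 of CPM plus a pseudocount of 1, for genes with a mean of at least 5 reads in either group. Genes at least 1.5-fold different were counted. For single genes, exact Clopper-Pearson intervals at 95% were taken on the merged reads; they cover counting error only. The genes named in the text are those that the paper names, and in each comparison the 3 genes with the smallest p in each direction at an adjusted p under 0.05 whose treated columns both lie on one side of both control columns.

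The planned test for counts was the quasi-likelihood test of edgeR, with limma on log2 of CPM plus 1 if the tables held CPM. Since they do, limma (version 3.58.1 in R 4.3.3) was used, with the columns of a group entered as 2 samples and Benjamini-Hochberg adjustment; it compares libraries and not treatments. Tests of edgeR (4.0.16) and DESeq2 (1.42.0) on the recovered reads were alternatives. On simulated data with 200 changed genes, limma recovered 189 and called 1 unchanged gene among 18441 genes, and the 1.5-fold threshold recovered 198 and called 0 unchanged genes among 18634. These data had read sampling only, so the check says nothing about a spread between groups. With unchanged groups and an added spread of 0.084, limma at an unadjusted p under 0.05 called means of 2203 genes higher and 2181 lower with GPNA. Differences between 2 comparisons with the same control were set beside simulated unchanged groups.

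Gene lists for S phase, G2/M phase, E2F targets, ATF4 targets, cytosolic and mitochondrial aminoacyl-tRNA synthetases, endoplasmic reticulum chaperones and degradation, cholesterol synthesis, fatty acid synthesis, NRF2 targets, heat shock, mRNA processing, ribosome biogenesis, mitochondrial ribosomal proteins, oxidative phosphorylation subunits, cytosolic ribosomal proteins, translation initiation factors and amino acid transporters were written, like the rule for named genes and most of the alternatives, before the data were examined. The cell cycle lists come from the Seurat package and the others from general knowledge or from gene name patterns. Each median was placed among 10000 random lists of protein-coding genes matched on mean CPM; further random lists were also matched on transcript length or GC content, from the GENCODE annotation lifted to GRCh37. A list of interferon-stimulated genes was added after values of some of its genes had been seen. The paper's gene set collections and its list of genes lowered by BCH were not used here.

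The alternatives were other pseudocounts, filters, scalings and tests, leaving out single columns, a replicate block, other fold thresholds and lists without the genes that the paper names. Values were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plotted with matplotlib 3.10.9.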

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

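For the lists fixed in advance, the medians, their percentiles among lists matched on expression and the values with single columns left out were planned before the data were examined. The comparisons of BenSer with GPNA for these lists and the simulations of unchanged groups were set before their results were seen. So were the medians of single genes without a relative in the list. The other tests of this part were chosen only after the result was seen. With 1 sample per group, none of them separates a treatment from a difference between single cultures.

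Genes of cholesterol synthesis and fatty acid synthesis, which the paper does not discuss at the level of expression, moved in opposite directions with the 2 treatments. The median log2 difference of 24 cholesterol synthesis genes was 0.079 with GPNA (percentile 99.97 of random lists) and -0.42 with BenSer (percentile 0), and that of the fatty acid synthesis genes was 0.050 with GPNA (16 genes, percentile 99.47) and -0.34 with BenSer (15 genes, percentile 0.02). A deviation of the control sample would move both treatments alike, so it cannot account for BenSer minus GPNA. That difference was -0.50 for cholesterol synthesis and -0.34 for fatty acid synthesis, both at percentile 0. The opposite directions also need the higher level with GPNA, which was 0.079 for cholesterol synthesis and 0.050 for fatty acid synthesis. For fatty acid synthesis it was 0.035 without control column 1 and 0.078 without control column 2. For these values with GPNA, a deviation of the control sample cannot be told apart from an effect of GPNA, since only the comparison with that 1 sample gives them. Whether the treatments lie on opposite sides of an untreated culture therefore stays open. Among random lists matched on transcript length the cholesterol list with GPNA was at percentile 99.97, and among lists matched on GC content at 99.97 as well, so neither property accounts for it. Read sampling alone gave medians of at most 0.035 for this list with GPNA in 100 simulated unchanged groups. The authors' deposited median for the cholesterol list is 0.18 with GPNA and -0.29 with BenSer. A difference between single cultures cannot be told apart from an effect of the treatments here, since each group is 1 sample and the authors' values include it. A candidate explanation is that BenSer, and not GPNA, lowers sterol-regulated transcription; it was not tested.

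Further lists outside the processes the paper names lay outside the central 95% of random lists. With GPNA these were cytosolic aminoacyl-tRNA synthetases (median log2 difference 0.054, percentile 99.98; 10 of the 20 genes are also ATF4 targets), endoplasmic reticulum chaperones and degradation (0.039, percentile 99.96), heat shock genes (-0.13, percentile 1.38) and cytosolic ribosomal proteins (-0.0085, percentile 99.95, because the random lists had a median of -0.067). With BenSer these were NRF2 targets (0.26, percentile 100) and cytosolic ribosomal proteins (-0.32, percentile 0). In the other comparison, the medians were 0.015 for the synthetases, 0.011 for the endoplasmic reticulum list and -0.014 for heat shock with BenSer, and -0.020 for NRF2 targets with GPNA, all inside the random lists. TMM scaling shifts all genes and so turns the sign of 3 small medians, to 0.031 for cytosolic ribosomal proteins with GPNA, 0.019 for NRF2 targets with GPNA and 0.033 for heat shock with BenSer, with percentiles of 99.95, 85.5 and 79.2. With single columns left out, cytosolic ribosomal proteins with GPNA ranged from -0.016 to -0.0036, and NRF2 targets with GPNA were at 0.015 (percentile 98.0) without treated column 1. Heat shock with BenSer was -0.0091 without treated column 1, and the endoplasmic reticulum list with BenSer 0.0050 without treated column 2. For the synthetases with BenSer the median was 0.033 without control column 1 and -0.0034 without control column 2, and for heat shock with GPNA it was -0.12, at percentile 2.69, without control column 1. GC content does not account for them: counting fatty acid synthesis, all 8 pairs of list and treatment stayed outside lists matched on it. Length left 7 of 7 pairs outside when heat shock was not counted, but the heat shock list with GPNA moved to percentile 2.54, so gene length cannot be told apart from a lower heat shock response there. All 8 pairs lay farther from the random lists than every simulated median of unchanged groups lay from 0, which argues against read sampling alone. A deviation of the control sample is argued against for 4 lists (fatty acid synthesis, NRF2 targets and cytosolic ribosomal proteins with BenSer, and heat shock with GPNA), since they also stood apart in BenSer minus GPNA. It cannot be told apart for cytosolic ribosomal proteins with GPNA (-0.0085), where the change with BenSer accounts for that difference, or for the synthetases and the endoplasmic reticulum list, since 0 of these 2 lists stood apart there. The authors' deposited medians have the same sign in all 8 pairs but include the same columns. For cytosolic ribosomal proteins with GPNA that sign is negative (authors' median -0.041), so it does not bear on a place above the random lists. A difference between single cultures therefore stays open, as does an effect of each treatment, which was not tested further. Reads shared between ribosomal protein genes and their pseudogenes were not examined.

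Interferon-stimulated genes, which the paper does not mention, were higher with both treatments. Of a list of 52 such genes, written after some of the values had been seen, 27 were at least 1.5-fold higher with GPNA, 42.2% of the 64 genes that were, and 43 with BenSer. All 52 were higher than in the control with both treatments, with a median log2 difference of 0.59 with GPNA and 1.12 with BenSer, and the medians stayed between 0.58 and 0.60 and between 1.11 and 1.13 with single columns left out. Since the list was chosen for the pattern, its percentile among random lists would say nothing. Reads shared between paralogs do not account for it, because the 18 genes without a family member in the list had a median of 0.54 with GPNA and 1.04 with BenSer. The higher level with BenSer than with GPNA (median difference 0.47) cannot come from the control sample. For the difference of 0.59 between GPNA and control, a control sample with a low interferon response cannot be told apart from a response to GPNA. In the authors' deposited table the median log2 fold change of these genes is 0.57 with GPNA and 0.87 with BenSer, but only 4 and 19 of the 52 genes have p under 0.05. Of the 25 genes that are at least 1.5-fold higher with GPNA in the authors' deposited table, 23 have a p of 0.05 or more. A wide spread among the authors' replicates may lie behind these p-values: the p of the 5 genes with enough matched genes had a median percentile of 70.0 with GPNA, and that of 16 genes one of 93.2 with BenSer, among genes of similar fold change and expression. With BenSer, 23 of the 39 genes that are at least 1.5-fold higher in the authors' deposited table have a p of 0.05 or more. The genes were chosen for the pattern, so these values do not decide it. A difference between single cultures also stays open, at the authors' median of 0.57. A response to the treatments may also be at work and remains a hypothesis.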

How the results depend on the processing

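TMM and RLE scaling of the CPM, the 2-fold threshold and random lists from all genes were chosen after seeing the data. So was the quasi-likelihood test of edgeR with TMM as an alternative, although the plan named it as the main test for tables of counts. The other alternatives were planned in advance, among them the exact test of edgeR with TMM and the quasi-likelihood test with RLE. A median of a gene list counts as standing apart outside the central 95% of the random lists.

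Of the 36 medians (18 lists with 2 treatments), 25 kept their direction and their side of that threshold under all alternatives run, among them S phase, G2/M phase, E2F targets, ATF4 targets, mRNA processing, ribosome biogenesis and cholesterol synthesis with both treatments. The median of ATF4 targets lay between 0.17 and 0.22 with GPNA and between 0.37 and 0.43 with BenSer, and that of E2F targets between -0.21 and -0.15 with GPNA and between -0.55 and -0.49 with BenSer. The translation initiation factors with GPNA stood apart at -0.10 (percentile 2.36). They no longer did with a pseudocount of 0.1 (-0.10), with no filter (-0.093) or with filterByExpr (-0.10). Nor did they with a CPM of at least 1 in every library of a group (-0.093), or with TMM (-0.062) or RLE (-0.063) scaling. The same held without the genes that the paper names (-0.069). It also held without control column 1 (-0.076, percentile 20.2), control column 2 (-0.090, percentile 9.15) or treated column 2 (-0.068, percentile 29.95). Without treated column 1 the median was -0.12, at percentile 0.63. With BenSer, this list moved to -0.14 without the genes that the paper names, and the amino acid transporters to 0.0041, and neither then stood apart. The paper names most of these genes because its own test with GPNA, on data that include the analysed columns, called them. With GPNA, leaving them out thus takes away the genes that changed and weakens these lists by construction, so it is no test of stability. With BenSer, only the control columns are shared with that test, so how far the weakening is built in was not tested. Amino acid transporters with GPNA, which did not stand apart, ranged from -0.068 to -0.0055 with single columns left out. The direction reversed under TMM and RLE scaling for NRF2 targets with GPNA (0.019 and 0.018), cytosolic ribosomal proteins with GPNA (0.031 and 0.029) and heat shock with BenSer (0.033 and 0.034); these scalings shift all genes (median of all genes from -0.028 to between 0.0012 and 0.0036), and the lists kept their place among the random lists, at percentiles 85.5, 99.95 and 79.2 with TMM, so the sign of such small medians depends on the scaling. With single columns left out, the median ranged from -0.040 to 0.015 for NRF2 targets with GPNA and from -0.0034 to 0.033 for cytosolic aminoacyl-tRNA synthetases with BenSer, so their direction changed. It ranged from -0.14 to -0.12 for heat shock with GPNA, which no longer stood apart without control column 1 or treated column 1. It ranged from -0.13 to -0.072 for mitochondrial aminoacyl-tRNA synthetases with GPNA, from -0.21 to -0.15 for the same list with BenSer, and from -0.096 to -0.065 for mitochondrial ribosomal proteins with GPNA, and each stood apart in at least one of these. The causes of the changes with single columns left out were not tested.

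The counts of genes at least 1.5-fold different rest on the pseudocount, since a pseudocount of 0.1 lets genes with few reads pass: it gave 879 higher and 652 lower genes with GPNA, 1205 and 1397 with BenSer, 2173 between BenSer and GPNA, and a shared 40.0% of the genes higher with GPNA. At 2-fold, as a stricter threshold, 8 genes were higher and 1 lower with GPNA, 83 and 9 with BenSer, and 30 differed between the treatments; 87.5% and 100% of the GPNA genes were shared. With single columns left out, which leaves fewer reads, the genes lower with GPNA numbered 23 to 27 (12 with both columns) and the share of them also lower with BenSer was 25.9% to 32.0%. The filters on low reads, and TMM and RLE scaling, left each of these counts within 1.5 times its value and each share within its 95% binomial interval. That interval served only as a fixed width, since it treats genes as independent.

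The tests across genes compare libraries, since the columns of a group entered as 2 samples. DESeq2 on the recovered reads gave fewer calls: 445 genes higher and 534 lower with GPNA at an adjusted p under 0.05 (986 and 2377 with limma), 1000 and 1209 at an unadjusted p, 1939 and 2522 lower with BenSer at an adjusted and an unadjusted p (3971 and 4822), and 3664 different between BenSer and GPNA (6418). The genes lower with GPNA at an adjusted p numbered 1553 in the quasi-likelihood test of edgeR with TMM and 1583 with RLE. The reads recovered from the CPM were whole for 100% of the values, and that test with TMM called 1300 genes higher with GPNA, and 3472 higher and 3331 lower with BenSer. With TMM scaling in limma, 45.9% of the calls with GPNA were higher, against 29.3% without (1372 higher and 1619 lower); with BenSer these were 51.4% and 41.8%.

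The shares of genes higher and lower with GPNA that were called the same way with BenSer (53.5% and 59.6%) were 60.5% and 61.3% at an adjusted p in both comparisons, 56.8% and 54.9% in the quasi-likelihood test with TMM, 56.1% and 54.8% in the same test with RLE, 56.6% and 55.0% in the exact test of edgeR, 60.8% and 57.8% with DESeq2, 57.9% and 61.2% with a CPM of at least 1 in every library of a group, and 56.4% and 54.8% with TMM scaling in limma; the share of the higher genes was 57.5% with at least 10 reads in every library.

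With the replicate number as a block in limma, 925 genes were higher and 2251 lower with GPNA and 2962 higher and 4137 lower with BenSer at an adjusted p under 0.05, and 6432 differed between them. At an unadjusted p the block gave 1816, 3691, 3511 and 4898, and shares of 54.1% and 60.6%. The deviations of columns with the same number correlated by 0.0166 (control and GPNA), 0.0230 (control and BenSer) and 0.0167 (GPNA and BenSer) over 13240 genes, so the columns share only a number.

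Of 504 single-gene values under an alternative, 443 stayed in the gene's counting interval, 56 moved out of it (25 with TMM and 24 with RLE scaling) and 5 reversed. The reversed ones came with single columns left out, where the log2 difference ranged from -0.24 to 0.014 for E2F2 with GPNA, from -0.13 to 0.014 for EIF2B4 with BenSer and from -0.013 to 0.018 for SLC7A5 with GPNA. Not run were the set tests camera and fry and the estimated correlation, since they need replicates, the tests with single columns left out, and the tests' fold changes for single genes.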

Differences from the paper's values

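The paper's comparisons rest on 4 replicates per group, and the values here on the columns 1 and 2 of each group, which count as 1 sample.

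At an unadjusted p under 0.05, limma on these libraries called 1859 genes higher with GPNA, against the paper's about 1200 in Fig. 4A, read by eye. Of the alternatives set before the data were examined, DESeq2 (1000), at least 10 reads in every library (1614), filterByExpr (1737) and a CPM of at least 1 in every library of a group (1579) fell within 1.5 times the paper's value, and the others did not. For genes lower with GPNA the count was 3741 against the paper's about 1100 in Fig. 4A, and for genes lower with BenSer it was 4822 against the paper's about 2200. Of these alternatives, DESeq2 alone fell within 1.5 times the paper's value for both, at 1209 and 2522.

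The log2 fold changes that the paper lists in Table S1 differ from the values here by more than the counting error, taken as the mean distance from the value to the ends of its 95% interval, for 9 of the 16 genes compared with GPNA, all 16 with the same sign. ATF4 had 0.31 here against the paper's 0.39, SLC1A4 0.21 against the paper's 0.61, SLC7A11 0.46 against the paper's 0.60, SLC38A1 0.15 against the paper's 0.24, and SLC7A8 0.64 against the paper's 1.22. SLC3A2 had 0.28 against the paper's 0.37, SLC3A1 0.36 against the paper's 1.06, EIF3B -0.21 against the paper's -0.28, and EIF4G1 -0.30 against the paper's -0.14. Of the alternatives set before the data were examined, a pseudocount of 0.1 closed the gap for SLC7A8 (0.96) and SLC3A1 (1.16), and leaving out control column 1 closed it for SLC3A2 (0.32); none closed it for the other 6. Under TMM and RLE scaling, chosen after seeing the values, ATF4 (0.35 and 0.35) and SLC3A2 (0.32 and 0.31) came within that error.

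The paper reports SLC1A5 and EIF2B3 as changed with GPNA. Here the log2 differences were 0.043 (95% interval -0.044 to 0.13) and -0.13 (-0.28 to 0.017), and both intervals include 0. For SLC1A5, which is not among the 16 genes above, the authors' deposited log2 fold change is 0.26, outside the interval here. For EIF2B3 it is -0.23, inside the interval. The paper reports that amino acid transport genes rise and mitochondrial gene sets fall with GPNA; here the lists of amino acid transporters (median -0.044, percentile 34.9), mitochondrial ribosomal proteins (-0.080, percentile 6.49) and oxidative phosphorylation subunits (-0.060, percentile 32.4) lay among the random lists. Of the alternatives set before the data were examined, 1 placed a list outside them: without control column 2, mitochondrial ribosomal proteins had a median of -0.096, at percentile 1.49. The authors' deposited medians for these lists with GPNA are 0.039, -0.13 and -0.10 in that order, so the transporter list has the opposite sign there. These lists are not the paper's gene sets.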

Other observations

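The medians and percentiles of the lists fixed in advance and the values with single columns left out were planned before the data were examined. The test of replicate spread in this part was set before its result was seen, and the other tests were chosen only after the result was seen.

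Columns 1 and 2 of each group, which the labels give as separate samples, differed by a chi-square per degree of freedom of at most 1.06, against at least 5.33 between groups. This is consistent with both columns holding reads of the same library; no biological explanation was tested.

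The log2 differences here part from the authors' deposited log2 fold changes. Over 8225 genes with at least 200 reads in every column, the Pearson correlation across genes, which are not independent replicates, was 0.769 with GPNA, and over 8271 genes it was 0.951 with BenSer. Outside the counting interval of the difference lay 27.9% of the genes with GPNA and 23.2% with BenSer, which argues against read sampling alone. After the median difference was taken out, the spread was 1.65 and 1.50 times the counting error, which argues against a single scaling factor. A candidate explanation is spread among the authors' replicates, some of which are not among the columns analysed: in 172 of 200 bins of genes with similar fold change and expression (86.0%), the third of the genes with the larger difference had the larger median of the authors' p. How much of that spread comes from the cultures and how much from library preparation was not tested.

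Some genes that the paper names for other experiments also had values in these libraries. The log2 difference with GPNA and with BenSer was -0.10 and -0.70 for CDK1, -0.35 and -0.64 for CDC20, -0.055 and -0.52 for UBE2C, -0.11 and -0.59 for E2F2, and -0.27 and -0.63 for MKI67. For PMAIP1 it was 0.16 and 0.39, and for BBC3, from 16 control reads, 0.32 and 0.27. In the authors' deposited table, the log2 fold changes with GPNA and with BenSer are -0.19 and -0.29 for CDK1, -0.33 and -0.28 for CDC20, -0.085 and -0.16 for UBE2C, -0.021 and -0.58 for E2F2, -0.039 and -0.44 for MKI67, 0.29 and 0.45 for PMAIP1, and 0.68 and 0.49 for BBC3. Their p with BenSer is 0.0439 for CDK1, 0.0541 for CDC20 and 0.322 for UBE2C in the authors' deposited table, and that of MKI67 with GPNA is 0.588. In the analysed columns, the intervals of UBE2C and E2F2 with GPNA and of BBC3 with BenSer include 0, and the log2 difference of E2F2 with GPNA ranged from -0.24 to 0.014 with single columns left out. Without control column 1 and without control column 2, BBC3 had 0.15 and 0.52 with GPNA and 0.095 and 0.47 with BenSer, and UBE2C with GPNA had -0.033 without control column 2. The list of 17 mitochondrial aminoacyl-tRNA synthetases had a median log2 difference of -0.059 with GPNA (percentile 36.9) and -0.14 with BenSer (percentile 7.04). Single columns decide both: without control column 2 the list was at -0.13 (percentile 2.35) with GPNA, and without treated column 1 at -0.21 (percentile 0.94) with BenSer. With BenSer, the median was -0.26 for mitochondrial ribosomal proteins and -0.22 for oxidative phosphorylation subunits, both at percentile 0.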
